# Nuclear to cytoplasmic transport is a druggable dependency in MYC-driven hepatocellular carcinoma

**DOI:** 10.1038/s41467-024-45128-y

**Published:** 2024-02-01

**Authors:** Anja Deutzmann, Delaney K. Sullivan, Renumathy Dhanasekaran, Wei Li, Xinyu Chen, Ling Tong, Wadie D. Mahauad-Fernandez, John Bell, Adriane Mosley, Angela N. Koehler, Yulin Li, Dean W. Felsher

**Keywords:** Cancer therapy, Gastrointestinal cancer, Oncogenes

## Abstract

The MYC oncogene is often dysregulated in human cancer, including hepatocellular carcinoma (HCC). MYC is considered undruggable to date. Here, we comprehensively identify genes essential for survival of MYC^*high*^ but not MYC^*low*^ cells by a CRISPR/Cas9 genome-wide screen in a MYC-conditional HCC model. Our screen uncovers novel MYC synthetic lethal (MYC-SL) interactions and identifies most MYC-SL genes described previously. In particular, the screen reveals nucleocytoplasmic transport to be a MYC-SL interaction. We show that the majority of MYC-SL nucleocytoplasmic transport genes are upregulated in MYC^*high*^ murine HCC and are associated with poor survival in HCC patients. Inhibiting Exportin-1 (XPO1) in vivo induces marked tumor regression in an autochthonous MYC-transgenic HCC model and inhibits tumor growth in HCC patient-derived xenografts. XPO1 expression is associated with poor prognosis only in HCC patients with high MYC activity. We infer that MYC may generally regulate and require altered expression of nucleocytoplasmic transport genes for tumorigenesis.

## Abstract (web summary)

The MYC oncogene is activated in the majority of human cancers and has proven challenging to target therapeutically. In this study, the authors identify genome-wide MYC synthetic-lethal interactions that could serve as potential alternative targets for the treatment of MYC-driven cancers.

## Introduction

MYC is a master transcription factor that can regulate the expression of thousands of genes in the genome^1,2^. Overexpression of MYC is thought to contribute to the pathogenesis of over 50% of human cancers^3^. Experimentally, the inhibition of MYC expression reverses tumorigenesis in transgenic mouse cancer models using tetracycline-regulated (Tet) MYC expression systems^4–6^. Therapeutically targeting MYC would have broad clinical impact across many types of human cancer.

Hepatocellular carcinoma (HCC) was the fourth leading cause of cancer deaths worldwide in 2018^7^. The number of new HCC cases each year is projected to increase by 35% by the year 2030^8^. Existing conventional and targeted therapies to date show only limited clinical response in patients with surgically unresectable disease. The proximal MYC network is altered in more than 70% of human HCC^9^. Drugs that target the MYC pathway could be effective to treat HCC. However, identifying small molecules that directly target MYC function has proved challenging^10,11^. As an alternative, the identification of targetable gene products that are MYC synthetic lethal could lead to new and better treatments for HCC and other MYC-associated cancers^12^.

Here, we combine a CRISPR-based genome-wide library screen with Tet system-regulated MYC expression to identify gene targets that, when genetically inactivated, are lethal to cancer cells only with high but not low MYC expression. In this work, we comprehensively describe MYC synthetic lethal gene interactions and specifically identify nucleocytoplasmic transport as a therapeutic vulnerability in MYC-driven HCC.

## Results

### CRISPR screen identifies MYC synthetic lethal genes

To identify genes that negatively or positively affect proliferation or survival of MYC^*high*^ tumor cells but not MYC^*low*^ normal cells, we have performed a CRISPR genome-wide library screen in a tumor cell line (designated EC4) derived from a Tet system-regulated transgenic mouse model of MYC-induced HCC (*LAP-tTA*/*tet-O-MYC*/FVB/N)^13^. In this model, human MYC transgene expression can be conditionally shut off by treatment with doxycycline (Supplementary Fig. 1). 

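EC4 is a mouse HCC cell line that carries a doxycycline-repressed human MYC transgene. RNA-seq of EC4 cells covered day 0 (no doxycycline, MYC high), day 1 and day 7 of doxycycline (both MYC low), with 3 libraries in each of the 3 groups. Poly(A) RNA was made into random-primed libraries and sequenced by Novogene. The authors aligned the reads with STAR to the mouse genome assembly GRCm38, to which the human MYC sequence was added, and counted reads per gene. The strand setting of the counting and the treatment of reads that map to several places are not given in the sources used here. The values are raw counts, with no normalization. Total counts per library were 96944711 to 102599761 at day 0 (median 100176868), 95624005 to 110266341 at day 1 (median 102876870) and 79169442 to 94029595 at day 7 (median 82901673). Counts were scaled by TMM and tested with edgeR's quasi-likelihood test in a single fit of the 9 libraries, over the 17382 genes kept by edgeR's filter on low counts. At an adjusted p under 0.05, 2294 genes were higher and 2169 lower at day 1 than at day 0, and 3157 were higher and 2945 lower at day 7 than at day 0. The median log2 fold change over all tested genes was -0.034 at day 1 and -0.0035 at day 7.
Day 7 replicate 3 stood apart from its group, and day 0 replicate 1 did so to a lesser degree. The mean correlation across genes with the other libraries of the group was 0.921 for day 7 replicate 3, 0.953 for each of the other day 7 libraries, which are compared with it, 0.966 for day 0 replicate 1, and 0.976 to 0.987 for the others. Genes with a count numbered 16025 in day 7 replicate 3 and 16922 in day 0 replicate 1, against 21466 and 22150 in the other day 0 libraries. Genes with transcripts under 1000 bases were a median of 0.94 higher on the log2 scale in day 7 replicate 3 than in the other day 7 libraries, and genes with transcripts over 5000 bases had a median difference of -1.26. In day 0 replicate 1 the genes with short transcripts had a median difference of -0.63 from the other day 0 libraries. Mitochondrial genes took 1.72% of the counts of day 7 replicate 3, against 4.21% and 4.53% in the other day 7 libraries, 1.49% to 2.00% at day 0 and 1.74% to 1.91% at day 1. Without day 7 replicate 3, 4591 genes were higher and 4044 lower at day 1, and 4636 were higher and 4539 lower at day 7; without day 1 replicate 1, 2 or 3, 1291, 1388 or 1306 genes were lower at day 1. The labels do not say whether replicates came from separate cultures, so p-values measure the spread between these libraries only, which may be technical.

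**Figure D1:**
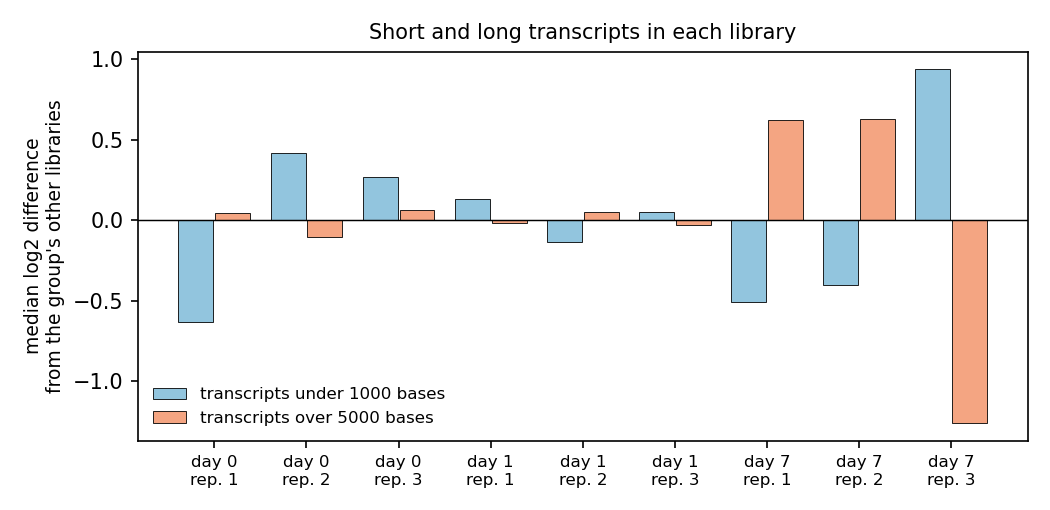
Median log2 difference of each library from the other libraries of its group, over tested genes with transcripts under 1000 bases and over 5000 bases. The values of day 7 replicate 3, 0.94 and -1.26, lie farther from 0 than those of the other 8 libraries.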

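With doxycycline, RNA of the human MYC transgene fell close to 0, while RNA of the mouse Myc gene fell by less. MYC, the transcription factor that drives these tumors, was at 1097 ± 77.6 CPM (TMM-normalized; SD, n = 3) at day 0, 1.53 ± 0.23 (SD, n = 3) at day 1 and 0.216 ± 0.15 (SD, n = 3) at day 7. Against day 0 this was a log2 fold change of -9.48 at day 1 (standard error 0.54, adjusted p = 2.4e-05 from edgeR's quasi-likelihood test) and -12.32 at day 7 (standard error 0.61, adjusted p = 3.9e-06). The transgene was counted in a human gene entry (ENSG00000136997), for which the mouse annotation gives no position. At day 7 it rested on 4, 24 and 24 counts in the 3 libraries, against 102404 to 114076 at day 0. From day 1 to day 7 the log2 fold change was -2.84 (adjusted p = 0.0065), and a fit of those 2 groups alone gave an adjusted p of 0.0787.
The mouse gene Myc (ENSMUSG00000022346) lies on chromosome 15 of GRCm38 from 61985391 to 61990374. Its level was 191.5 ± 8.44 CPM (SD, n = 3) at day 0, 80.8 ± 2.56 (SD, n = 3) at day 1 and 71.7 ± 2.82 (SD, n = 3) at day 7. Its log2 fold change was -1.24 at day 1 (standard error 0.13, adjusted p = 2.0e-04 from the same test) and -1.42 at day 7 (standard error 0.13, adjusted p = 6.2e-05). The human and mouse sequences are alike. At day 7 the human entry held 52 counts beside 17603 for mouse Myc, so few mouse reads were counted in it, while human reads counted in mouse Myc are not excluded.

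**Figure D2:**
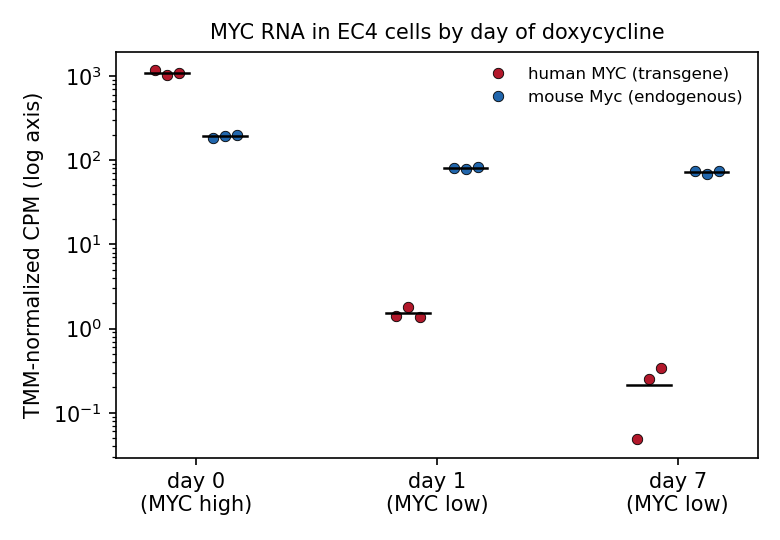
Counts CPM of the human MYC transgene and the mouse Myc gene in each library, on a log axis, by day of doxycycline, with the mean of each group as a black line. The transgene lies near 1097 CPM at day 0 and near 0.216 at day 7, while mouse Myc goes from 191.5 to 71.7.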

We constitutively expressed Cas9 nuclease in EC4 cells and confirmed Cas9 to be functional in inducing mutations at specific genomic loci (Supplementary Fig. 2, Supplementary Data 1). MYC downregulation in EC4-Cas9 cells induced an initial reduction in proliferation but did not affect viability (Supplementary Fig. 3a). Upon MYC downregulation for one week that we considered as the MYC^*low*^ control, EC4 cells become hepatocyte-like based on the observed enrichment of expression of hepatocyte-specific genes (Supplementary Fig. 3b–e). This result is in line with our previous findings that MYC induces dedifferentiation^14^ and that MYC downregulation can induce a differentiation phenotype in HCC^13^.

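After 7 days of doxycycline, RNA of many hepatocyte genes was more abundant than at day 0, among them P450 and xenobiotic enzyme genes, while RNA of the albumin gene Alb stayed under 1 CPM. Of 200 tested hepatocyte genes, 82 were higher and 20 lower at day 7 at an adjusted p under 0.05 from edgeR's quasi-likelihood test (88 higher and 21 lower when adjusted over the list alone). Their median log2 fold change was 1.07, and the list was higher than other genes (adjusted p = 4.0e-07 from camera, and adjusted p = 0.0081 with an estimated correlation). The list did not pass with an estimated correlation once day 7 replicate 3 was left out (adjusted p = 0.116). Shares of the 371 listed genes were summed from TMM-normalized CPM, so they are not shares of the raw counts. The listed genes took 0.904 ± 0.055% (SD, n = 3) at day 0 and 1.51 ± 0.16% (SD, n = 3) at day 7. Without the complement gene C3 they took 0.850% to 0.954% in the day 0 libraries and 1.14% to 1.36% in the day 7 libraries. Listed genes with a mean of at least 10 CPM went from 67 to 84. The lowest day 7 shares were those of day 7 replicate 3. Its TMM factor was 0.883, so its share of raw counts was lower still.
Of 35 P450 and xenobiotic enzyme genes, 19 were higher and 2 lower (the same numbers when adjusted over the list alone), with a median log2 fold change of 1.86 (adjusted p = 1.9e-07, and adjusted p = 0.0081 with an estimated correlation). With an estimated correlation and without day 7 replicate 3 this list did not pass (adjusted p = 0.0839). The glutathione transferase gene Gsta3 went from 4.09 ± 1.4 to 134 ± 82 CPM (SD, n = 3 each), a log2 fold change of 5.03 (standard error 0.46, adjusted p = 5.3e-05). The fatty acid hydroxylase gene Cyp4a12a rose by 6.50 and the carboxylesterase gene Ces1f by 4.62, while Cyp3a13, another P450, fell by 1.71 on the log2 scale. Of 49 plasma protein genes, 19 were higher and 4 lower (21 and 4 when adjusted over the list alone), with a median log2 fold change of 1.14 (adjusted p = 9.3e-04, and adjusted p = 0.0547 with an estimated correlation); 12 were higher and 1 lower without day 0 replicate 3. C3 (ENSMUSG00000024164), the central protein of the complement system, lies on chromosome 17 of GRCm38 from 57203970 to 57228136. It went from 53.0 ± 22 to 2317 ± 523 CPM (SD, n = 3 each), a log2 fold change of 5.45 (standard error 0.36, adjusted p = 1.2e-05). The angiotensinogen gene Agt rose by 7.02 on the log2 scale.

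**Figure D3:**
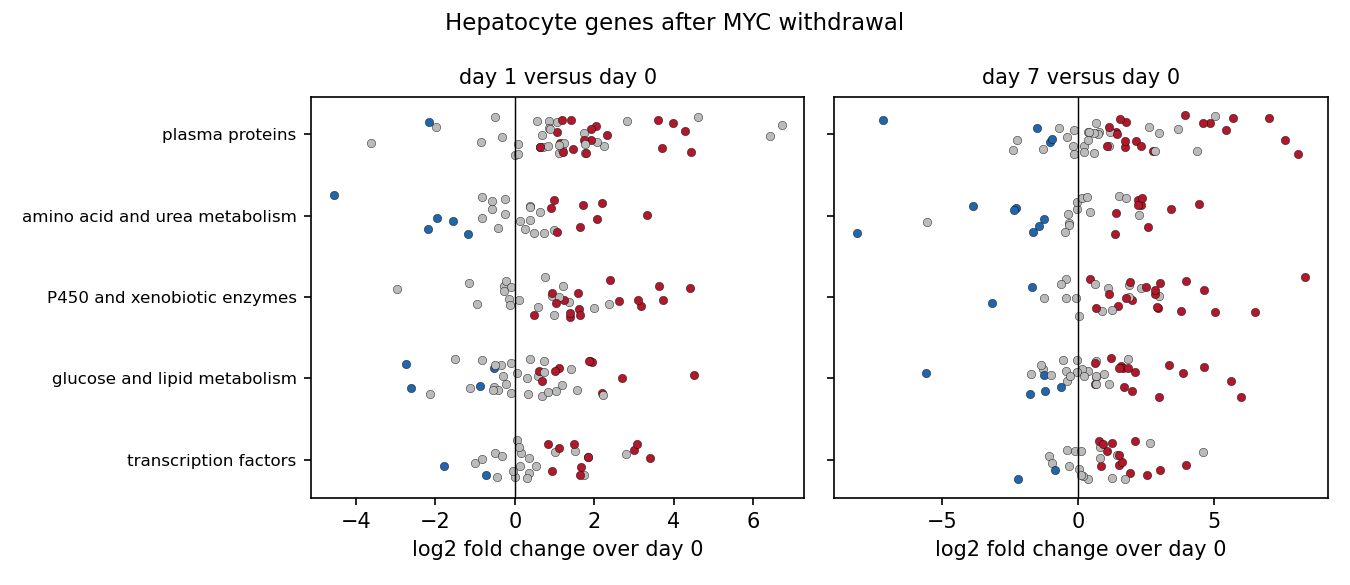
Log2 fold change over day 0 of each tested gene in 5 groups of hepatocyte genes, at day 1 and at day 7. Red points are higher and blue points lower at an adjusted p under 0.05, and grey points did not pass; at day 7 the medians run from 0.16 for amino acid and urea metabolism to 1.86 for P450 and xenobiotic enzymes.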

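Regulators and metabolic enzymes of hepatocytes moved in both directions at day 7, with more of them higher than lower. Of 32 hepatocyte transcription factor genes, 13 were higher and 2 lower (17 and 3 when adjusted over the list alone), with a median log2 fold change of 0.87 (adjusted p = 7.7e-04, and adjusted p = 0.112 with an estimated correlation). With day 7 replicate 3 left out, 17 of them were higher and 5 lower, with a median of 1.01. Hnf4a (ENSMUSG00000017950), a master regulator of hepatocyte genes on chromosome 2 from 163506808 to 163572910, went from 0.632 ± 0.13 to 5.15 ± 2.5 CPM (SD, n = 3 each), a log2 fold change of 3.03 (standard error 0.42, adjusted p = 5.2e-04). Dbp rose by 3.96, Nr5a2 by 2.55 and Rxra by 2.11 on the log2 scale. Of 41 genes of glucose and lipid metabolism, 16 were higher and 5 lower (17 and 5 when adjusted over the list alone), with a median of 0.66 (adjusted p = 0.0101, and adjusted p = 0.087 with an estimated correlation). The peroxisomal thiolase gene Acaa1b rose by 4.65 on the log2 scale. Of 15 genes of bile acid synthesis and hepatocyte transporters, 6 were higher and 1 lower (7 and 1 when adjusted over the list alone), with a median of 1.14 (adjusted p = 0.0135, and adjusted p = 0.0612 with an estimated correlation; median 0.70 without day 7 replicate 2); the exporter gene Abcc3 went from 63.8 ± 16 to 625 ± 186 CPM (SD, n = 3 each). Of 29 genes of amino acid and urea metabolism, 9 were higher and 7 lower, also when adjusted over the list alone, and the list did not pass the test (median 0.16, adjusted p = 0.483). Uroc1, of histidine breakdown, rose by 4.45 and the glutamine synthetase gene Glul by 2.58, while Cth, of cysteine synthesis, fell by 3.86 on the log2 scale. Cps1, the entry enzyme of the urea cycle, had 108 counts over the 3 day 0 libraries and 0 over the 3 day 7 libraries, at least 29.9-fold lower against a floor of 3 counts over the group.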

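Some classical markers of hepatocytes were at low levels in EC4 cells at day 7, and markers of other cell types had moved as well. Of 20 hepatocyte genes chosen to be reported whatever their value, 11 had a mean under 1 CPM at day 7, against 12 at day 0 and 9 at day 1. Of these 20 genes 16 could be tested, and 5 were higher and 2 lower (median 0.33, adjusted p = 0.387). With day 7 replicate 3 left out, 5 were higher and 5 lower (median 0.23, adjusted p = 0.615). Albumin, Alb, was at 0.19 ± 0.15 CPM at day 0 and 0.244 ± 0.12 at day 7 (SD, n = 3 each; adjusted p = 0.786), and Afp, the fetal counterpart of albumin, was at 91.8 ± 27 and 110 ± 86 (SD, n = 3 each; adjusted p = 0.712). Foxa2 rose by 1.91 and Cebpa by 1.06 on the log2 scale. Ttr and Apoa1 stayed under 1 CPM, and their calls as higher, like that of Apoe as lower, were lost under several alternatives. Tat, Cyp7a1, Cyp2e1 and G6pc had too few counts to be tested.
Of 37 cholangiocyte and progenitor genes, 25 were higher and 1 lower (median 0.95, adjusted p = 8.7e-08, and adjusted p = 0.0431 with an estimated correlation, or 0.116 without day 7 replicate 3 as well), among them Ehf and Vtcn1, which rose by 7.04 and 5.55 on the log2 scale. Of 32 mesenchymal and stellate cell genes, 10 were higher and 4 lower (median 0.37, adjusted p = 0.0385, and adjusted p = 0.108 with an estimated correlation), and of 11 immune cell genes, 4 were higher and 1 lower (median 1.91, adjusted p = 0.0485, and adjusted p = 0.282 with an estimated correlation). The mesenchymal list did not pass without day 0 replicate 1 (adjusted p = 0.0572), 2 (0.0555) or 3 (0.0686), and without day 7 replicate 3 its median was 0.18, with 13 higher and 8 lower. The immune list did not pass without day 7 replicate 3, the library that stood apart (median 1.26, adjusted p = 0.264), or without day 0 replicate 1 (0.0656) or 2 (0.0508, with 2 higher). Of 22 fetal liver and hepatoblast genes, 7 were higher and 8 lower (median -0.50 with a gene at 0 at its bound, mean 0.09, adjusted p = 0.584).
Without day 7 replicate 3, 97 hepatocyte genes were higher and 28 lower, with a median of 0.97, and the list's adjusted p was 1.3e-05 with the preset correlation and 0.116 with an estimated correlation. Doxycycline was given in every MYC low library and in no MYC high library, so these counts do not separate the drug from the loss of MYC. From the enrichment of hepatocyte-specific gene expression after a week of low MYC, the paper concludes that EC4 cells become hepatocyte-like, and it took these cells as the MYC low control (Supplementary Fig. 3b–e).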

We then performed a genome-wide CRISPR screen in EC4-Cas9 cells with high MYC or low MYC expression using a Mouse GeCKO v2 library^15^ that contains 130,209 guide RNAs (gRNAs) targeting 20,611 mouse genes. The library was introduced using a lentiviral infection at low titers so that each cell contained at most one gRNA (“baseline”). Cells were maintained for one week in the presence (“MYC^*low*^”) or absence (“MYC^*high*^”) of doxycycline to allow for the accumulation of genomic mutations by the Cas9/gRNAs and manifestation of knockout-induced phenotypes (Fig. 1a). Then, the frequency of all gRNAs in the different conditions (baseline, MYC^*low*^ control, MYC^*high*^ cancer) was assessed by deep sequencing (Supplementary Fig. 4) and MAGeCK-VISPR analysis^16^ to determine essentiality scores (Beta scores) for each gene in the genome in the MYC^*high*^ and the MYC^*low*^ condition relative to the baseline.

**Fig. 1:**
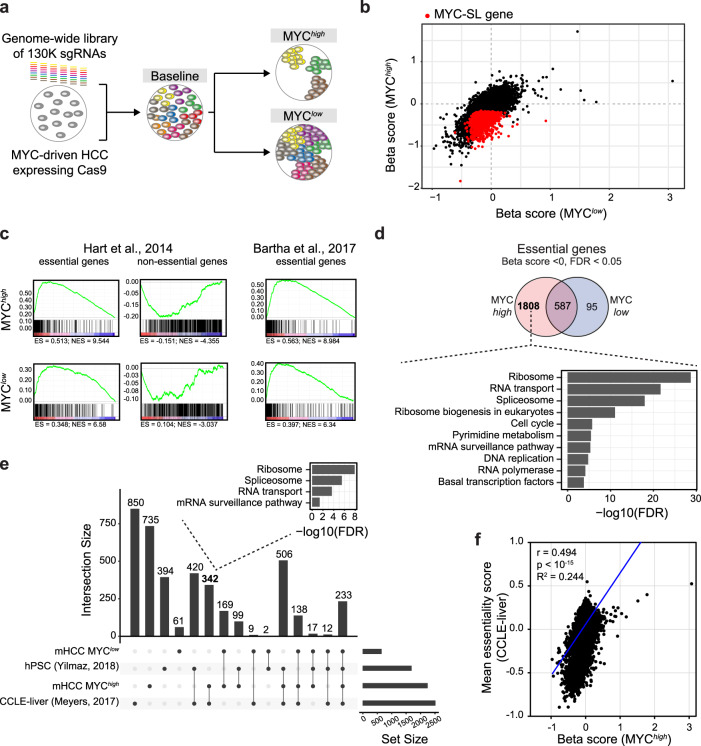
CRISPR-based genome-wide screen identifies essential genes in MYC-driven HCC. **a** Design of the CRISPR-based screen to identify vulnerabilities in MYC-driven HCC. A genome-wide sgRNA library (colored bars) is introduced in Cas9-expressing MYC-driven HCC cells to generate a baseline cell pool. Cells are then cultured under MYC^*high*^ or MYC^*low*^ conditions resulting in a MYC synthetic lethal (MYC-SL) cell pool and a control cell pool, respectively. Deep sequencing of sgRNAs identifies genes that are essential only when MYC is highly expressed but not essential when MYC transgene expression is shut off. **b** Scatter plot of Beta scores (gene essentiality scores) in the control (MYC^*low*^; x-axis) versus MYC-SL (MYC^*high*^; y-axis) condition. Loss of genes highlighted in red significantly reduced fitness of MYC^*high*^ HCC cells but had no significant effect on MYC^*low*^ control cells. **c** Gene set enrichment analysis (GSEA) of essential and non-essential genes. Left and middle: Hart et al. Mol Syst Biol, 2014; Right: Bartha et al. Nat Rev Genet, 2017. **d** Venn diagram of essential genes identified in EC4 cells with high and low MYC levels. KEGG pathway analysis of MYC-SL genes (only essential in MYC^*high*^ condition) is shown. **e** Comparison of essential gene hits between our genome-wide CRISPR screen (MYC^*high*^ and MYC^*low*^ control conditions) and essential genes identified in 13 human HCC cell lines (DepMap, CCLE-liver) and human pluripotent stem cells (hPSC). UpSet plot and numbers of overlapping essential genes between indicated genome-wide CRISPR screens are shown. **f** Correlation analysis of gene essentiality scores from our genome-wide CRISPR screen in MYC-driven murine HCC and essentiality scores in human HCC cell lines (DepMap, CCLE-liver). Pearson’s correlation coefficient (r), two-tailed *p*-value, and R^2^ of linear regression (blue line) are shown. For this figure, source data are provided as a Source Data file.

Genes that had a significant (false discovery rate-adjusted *p* value (FDR) < 0.05) negative Beta score were considered essential. We defined genes as a MYC synthetic lethal (MYC-SL) interaction (gene knockouts causing cell death or significant proliferation deficits only in cells with high MYC levels) if the knockout resulted in 1) a negative Beta score indicative of negative selection of gRNAs targeting these genes only in the MYC^*high*^ condition (FDR < 0.05 and Beta score < 0) and 2) no significant change in cell fitness of the MYC^*low*^ control cells (FDR > 0.05, or Beta score > 0) (Fig. 1b).

We identified 2395 genes that are required for the survival of HCC MYC^*high*^ tumor cells, and 682 genes with essential function in MYC^*low*^ cells. Genes that were essential in both MYC^*low*^ and MYC^*high*^ conditions (587 genes) were considered to be required for proliferation and survival irrespective of the level of MYC expression. Gene set enrichment analysis (GSEA) showed that genes, which were previously identified to be essential in human cancer cell lines^17^, were preferentially depleted in both MYC^*high*^ and MYC^*low*^ conditions while non-essential genes^17^ were not (Fig. 1c), illustrating the validity of our screen. Moreover, genes that have been described to be essential in mouse and human^18^ were preferentially depleted in both MYC^*high*^ and MYC^*low*^ conditions (Fig. 1c) which is in agreement with previous studies. Therefore, 1808 MYC-SL genes were identified that had essential functions in MYC^*high*^ but not MYC^*low*^ tumor cells. (Fig. 1d, (Supplementary Data 2).

Pathway analysis using the Kyoto Encyclopedia of Genes and Genomes (KEGG) revealed that many MYC-SL genes were associated with pathways known to be important for survival in the context of high MYC expression. These include genes involved in ribosomal biogenesis^19–21^, RNA transcription^22–24^, RNA splicing^25,26^, pyrimidine metabolism^27^, DNA replication^28^, mRNA surveillance, and RNA degradation^29^ (Fig. 1d, and Supplementary Data 3). Importantly, genes involved in nuclear to cytoplasmic transport were significantly enriched amongst MYC-SL genes. To our knowledge, this pathway has not been previously implicated in MYC synthetic lethality. Further, there was an overlap between the essential genes identified in our screen with genes previously shown to be required for proliferation and/or survival in a reported screen in human HCC^30,31^ (Supplementary Data 4, Supplementary Fig. 5). The set of shared essential genes between both screens contained 861 genes. Of these, 342 genes were essential in human and MYC^*high*^ murine HCC cells, but not in human pluripotent stem cells (hPSC)^32^ and MYC^*low*^ hepatocyte-like cells. Pathway enrichment analysis of these genes suggested several pathways involving RNA metabolism (ribosome biogenesis, RNA transport, and RNA splicing) to be promising therapeutic targets of MYC^*high*^ tumors, with few or no treatment effects on healthy tissues (Fig. 1e, Supplementary Data 5).

We also found a correlation of essentiality (Beta scores) in our MYC-driven murine HCC cell line with mean essentiality scores (z-scores) in human HCC cell lines (Fig. 1f). This suggests that the degree a gene product contributes to tumor cell fitness in human HCC is reflected by our murine screening system. Thus, our MYC transgenic mouse model identified essential genes relevant in human HCC.

### CRISPR screen identifies potential tumor suppressor genes

The knockout of antiproliferative genes leads to increased proliferation and clonal expansion of affected cells which is illustrated by a positive Beta score. Genes with antiproliferative function in MYC^*low*^ cells are likely tumor suppressor genes. We identified 1543 antiproliferative genes only in MYC^*high*^ but not in MYC^*low*^ cells, and 173 genes with antiproliferative function in both MYC^*high*^ and MYC^*low*^ cells (Fig. 2a). In the MYC^*low*^ condition, 364 genes had antiproliferative functions (Fig. 2b). These included known tumor suppressor pathway genes^33,34^ (Fig. 2c, d, Supplementary Data 2) such as genes involved in p53 signaling (*Trp53*, *Cdkn1a*, and *Cdkn2a*), as well as *Rb1*, *Gata4*, and Hippo signaling pathway components or regulators (*Lats1*, *Nf2*, *Sav2*, *Amotl2*, *Snai2*, *Pals1*, *Vgll4*). Surprisingly, we identified apolipoprotein B (*Apob*) as an antiproliferative gene in both MYC^*high*^ and MYC^*low*^ conditions. Combined with the observation that APOB is mutated in about 10% of human HCC and that APOB mutation is associated with decreased survival probability in HCC (Fig. 2e), this finding highlights a tumor suppressive function of APOB in HCC. Our results suggest that this loss of function screen not only identified MYC-SL genes but also known and novel tumor suppressor genes, which might play a role in tumorigenesis.

**Fig. 2:**
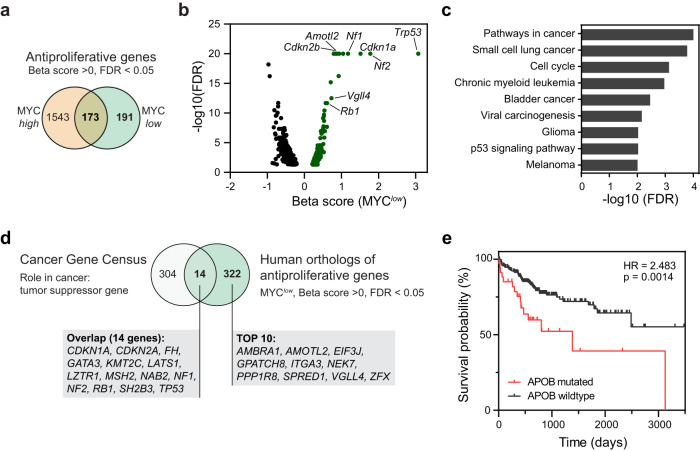
Genome-wide CRISPR screen identifies tumor suppressor genes. **a** Venn diagram of genes with antiproliferative function in MYC^*high*^ and MYC^low^ conditions. **b** Volcano plot of Beta score versus significance (-log_10_(FDR)) of genes with FDR < 0.05 in the MYC^*low*^ condition. Genes with antiproliferative properties (significant positive Beta score) are highlighted in green. Exemplary tumor suppressor genes are indicated. **c** KEGG pathway analysis of top 50 genes with significant positive Beta score in the MYC^*low*^ condition. **d** Comparison of known tumor suppressor genes (TSGs) and human orthologues of genes with antiproliferative function in the MYC^*low*^ condition. Known TSGs were derived from the Cancer Gene Census (https://cancer.sanger.ac.uk/cosmic/census). **e** Survival analysis of TCGA-LIHC assessing the effect of APOB mutation status on survival probability in HCC (*p*-value and hazard ratio (HR) from logrank test). For this figure, source data are provided as a Source Data file.

### CRISPR screen identifies RNA transport as synthetic lethal pathway

We hypothesized that MYC-SL genes, which are most strongly induced by MYC, would be the best therapeutic targets for MYC-driven HCC. Therefore, we performed differential gene expression analysis on primary MYC^*high*^ and MYC^*low*^ HCC tumors to identify MYC-driven gene expression changes in situ. We then assessed whether the Beta score of the 1808 identified MYC-SL genes and their MYC-driven gene expression changes correlated.

We found that gene expression stimulated by MYC was associated with MYC-SL gene essentiality in the MYC^*high*^ condition (Fig. 3a). Pathway analysis of the 516 MYC-SL genes that are upregulated by MYC identified 47 RNA transport genes that are involved in RNA metabolism, mRNA surveillance and splicing, and nuclear to cytoplasmic transport of RNA (Fig. 3b, c, Supplementary Fig. 6a, b, Supplementary Data 6–8). These genes are involved in splicing-coupled mRNA/mRNP export like the TREX complex components (*Alyref*, *Thoc1*, *Thoc3*), general mRNA export receptors (*Nxf1*, exportins *Xpo1* and *Xpo5*), and components of the nuclear pore complex itself. This suggests that MYC regulates the expression of specific RNA transport genes required for nuclear to cytoplasmic transport and also that these genes are essential in MYC-driven tumors.

**Fig. 3:**
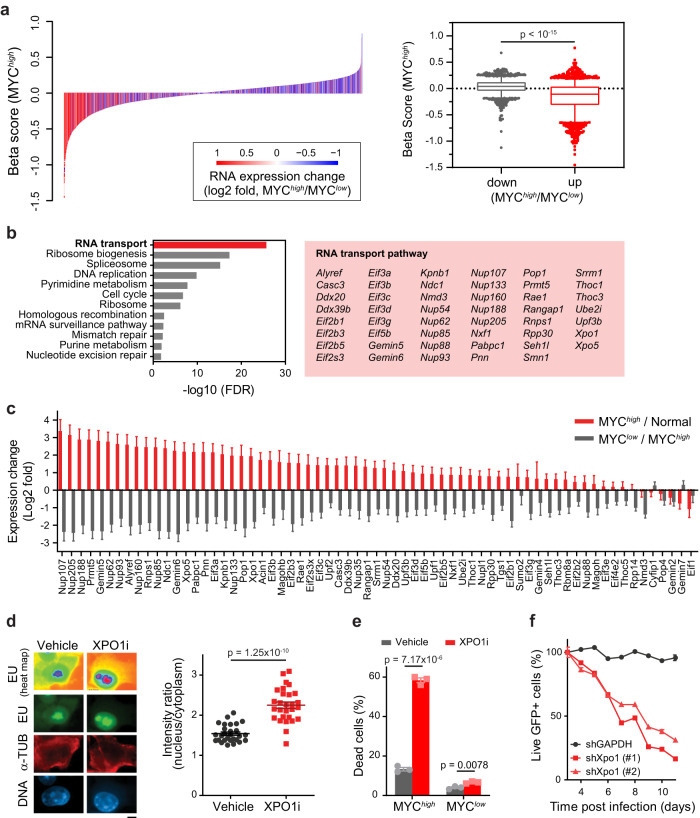
MYC-driven HCC cells depend on XPO1 activity. **a** Correlation analysis of MYC-regulated gene expression and gene essentiality. *Left:* Differential gene expression (MYC^*high*^/MYC^*low*^, log2-fold change) is plotted against gene essentiality. Gene expression was determined in the context of MYC-induced HCC development (MYC^*high*^ HCC (*n* = 6 mice)) and MYC inactivation-induced tumor regression (MYC^*low*^ HCC (*n* = 3 mice)) by RNA sequencing. *Right:* Gene essentiality (Beta score) is plotted for genes that are either significantly up or down regulated in MYC^*high*^ compared to MYC^*low*^ HCC (adjusted *p*-value < 0.05). Box: 25–75 percentile, whiskers: 5–95 percentile, line: median, data points outside of 5–95 percentile are shown. The *p*-value was determined by two-tailed Mann-Whitney U test. **b** Results of KEGG pathway analysis of MYC-upregulated MYC-SL genes. Significantly enriched pathways (FDR < 0.05) are shown. RNA transport pathway genes identified as MYC-SL are highlighted in red box. **c** Gene expression changes of MYC-SL RNA transport genes in the context of MYC-induced HCC development (red: MYC^*high*^ HCC (*n* = 6 mice) vs. normal liver tissue (*n* = 2 mice)) and MYC inactivation-induced tumor regression (grey: MYC^*low*^ HCC (*n* = 3 mice) vs. MYC^*high*^ HCC). Gene expression was determined by RNA sequencing (bars: mean, error bars: SE). **d** Epifluorescence images of total RNA (heat map, and green) by EU labeling in MYC-driven HCC cells upon XPO1 inhibition by Selinexor (scale bar = 5 μm). Staining of alpha-tubulin (red) and DNA (blue) were used for segmentation of nucleus and cytoplasm. Quantification of RNA abundance in the nucleus versus cytoplasm per cell (*n* = 28 cells examined in one experiment). Lines are means +/− SEM. The *p*-value for the two-tailed Student’s t-test is shown. **e** Flow cytometric analysis of EC4 cells with high MYC expression (MYC^*high*^) or MYC transgene expression shut off (MYC^*low*^) by doxycycline treated with XPO1 inhibitor Selinexor. Survival was assessed by propidium iodide/AnnexinV staining. Graph shows quantification of three independent experiments (bars: mean, error bars: SEM). The *p*-value for the two-tailed Student’s t-test is shown. **f** Flow cytometric analysis of MYC-driven HCC cells expressing shRNAs targeting Xpo1 (two different Xpo1-targeting shRNAs) or GAPDH as a control in combination with GFP as a reporter. Live cells were detected by propidium iodide exclusion. Shown is the percentage of shRNA expressing (GFP+) live cells over time. Lines connect means of technical triplicates. For this figure, source data are provided as a Source Data file.

### Inhibition of XPO1 induces death in MYC^*high*^ cells

We further tested if RNA metabolism and transport are potential therapeutic targets in MYC-driven tumors. Among the RNA transport gene products identified, XPO1 and protein arginine N-methyltransferase 5 (PRMT5), have existing selective small molecule inhibitors: XPO1i Selinexor (or KPT-330)^35–37^ and PRMT5i EPZ15666^38,39^. XPO1 is an export receptor^40–44^ that forms a complex with Ran GTPase and drives the transport of multiple classes of RNA and more than a thousand protein targets^45–47^. PRMT5 is an arginine methyltransferase that interacts with MYC^48^, regulates RNA metabolism and cellular signaling^49–53^ and has been implicated in cancer stemness^54^ and aggressiveness^55,56^. MYC-driven HCC cells exhibited decreased ATP levels in response to the inhibition of XPO1 and PRMT5 and fibroblasts were less sensitive towards XPO1 and PRMT5 inhibition than MYC-driven HCC cells (Supplementary Fig. 7a, b). In the human HCC cell line SNU-449, blocking MYC activity using the MAX/MAX homodimer stabilizer MS2-008^57^ mitigated the effects of both XPO1 and PRMT5 inhibition on cell metabolic fitness (Supplementary Fig. 7c) and led to a modest increase in biomass accumulation at high inhibitor concentrations compared to control (Supplementary Fig. 7d). Hence, there appears to be a synthetic lethal interaction between MYC and XPO1, and MYC and PRTM5.

We further investigated the potential of XPO1 as a therapeutic target in MYC-driven HCC since XPO1 plays a more direct role in nucleocytoplasmic transport. Xpo1 inhibition suppressed total RNA export in vitro as shown by 5-ethynyl uridine (EU) labeling (Fig. 3d). Xpo1 inhibition increased cell death by 4.4-fold in MYC-driven HCC with high MYC expression levels while hardly affecting survival of cells with low MYC levels (Fig. 3e, Supplementary Fig. 8a, b). Further, XPO1 inhibition decreased cell fitness in other MYC-driven tumors including human P493-6 Burkitt lymphoma-like, a murine MYC-induced T-cell leukemia and a murine *IgH-MYC* B-cell lymphoma cell line (Supplementary Fig. 9). Finally, knockdown of Xpo1 with two specific shRNAs decreased growth of MYC-driven HCC (Fig. 3f, Supplementary Fig. 8c, d). Hence, XPO1 is essential and MYC synthetic lethal in vitro in multiple types of MYC-driven cancer.

### Inhibition of XPO1 induces MYC^*high*^ HCC regression in vivo

To further explore the role of nucleocytoplasmic transport in MYC-driven cancer, we examined the effect of Xpo1 inhibition by Selinexor in a primary transgenic mouse model of HCC (*LAP-tTA*/*tet-O-MYC*/FVB/NJ)^13^. We assessed liver tumor volume by magnetic resonance imaging (MRI) before and after treatment (Supplementary Fig. 10). Xpo1 inhibition (3 doses per week for two weeks) resulted in a greater than 95% decrease in tumor volume compared with a 4–12-fold increase in tumor size in vehicle control mice (Fig. 4a–c). In two out of six Selinexor-treated mice, tumors were undetectable by MRI post-treatment. Xpo1 inhibition suppressed tumor proliferation and induced apoptosis as shown by phospho-histone H3 and cleaved caspase-3 staining, respectively (Fig. 4d–f). After short-term treatment, the histology of the remaining tumor cells appears both necrotic and with decreased nuclear to cytoplasmic ratio (Fig. 4d, Supplementary Fig. 11), further corroborating the effect of Xpo1 inhibition on tumor fitness. In contrast, Xpo1 inhibition did not induce changes in proliferation or apoptosis in adjacent normal liver tissue (Supplementary Fig. 11). Thus, short-term therapeutic inhibition of the nucleocytoplasmic transport gene, Xpo1, induces tumor regression without affecting normal adjacent liver in an autochthonous transgenic mouse model of MYC-induced HCC.

**Fig. 4:**
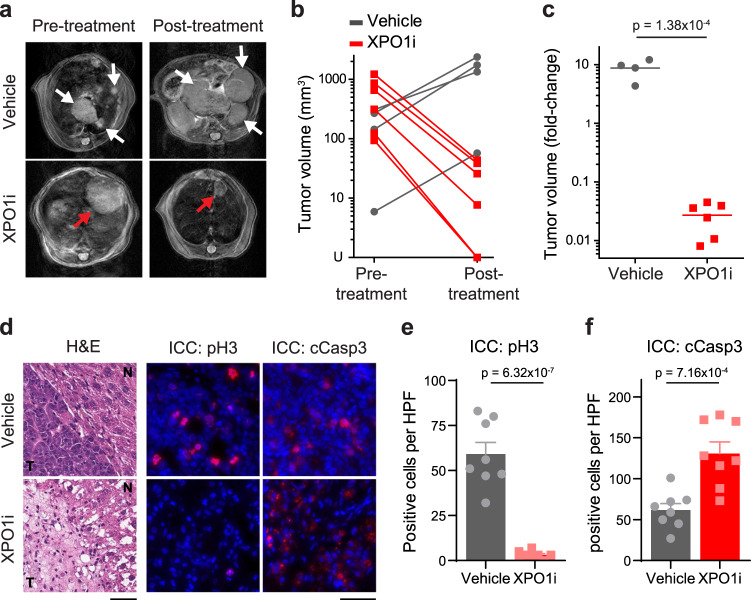
XPO1 inhibition induces tumor regression in primary mouse model of MYC-induced HCC. **a** Representative MRI scans of liver tumors in *LAP-tTA*/*tet-O-MYC*/FVB/N mice treated with vehicle or Selinexor (3 doses per week for two weeks). The tumor nodules are indicated by white or red arrows. **b**, **c** Absolute and relative fold changes in liver tumor volume in *LAP-tTA*/*tet-O-MYC*/FVB/N mice treated with vehicle (*n* = 4 mice) or Selinexor (*n* = 6 mice). In (**c**), lines represent means which were compared using two-tailed Student’s t-test. **d**–**f** Immunofluorescence staining and quantification of phospho-histone H3 and cleaved-caspase 3 in liver tumors of mice after short-term treatment with vehicle or Selinexor (3 doses per week, one week). Cell nuclei were counterstained with 4’,6-diamidino-2-phenylindole (DAPI). The histology of tumors (T) and adjacent normal liver tissues (N) are shown by hematoxylin and eosin staining. Scale bars = 50 μm. Samples were collected from at least three mice in each group. Bars in (**e**, **f**) represent means of *n* = 8 high-power fields (HPFs) of one representative biological sample, error bars represent SEM, *p*-values were determined using two-tailed Student’s t-test. For this figure, source data are provided as a Source Data file.

### MYC-SL nucleocytoplasmic transport genes predict poor survival, and XPO1 inhibition suppresses HCC PDX growth

We examined the role of nuclear to cytoplasmic transport genes including XPO1 in human cancer. First, we examined if the expression of MYC-SL nuclear to cytoplasmic transport genes predicted prognosis of human HCC patients. The increased expression of MYC-SL nuclear to cytoplasmic transport genes predicted poor clinical outcome in human HCC patients (LIHC: human HCC)^58^. The prognostic power (z-score) of MYC-SL RNA transport genes is significantly associated with poor prognosis in human HCC compared to the reference distribution of z-scores (Fig. 5a). To examine whether HCC patients with high and low MYC activity have different prognoses depending on XPO1 expression, we stratified the TCGA-LIHC cohort by expression of MYC-regulated hallmark genes and evaluated the effect of XPO1 expression on survival probability in these groups. Overexpression of MYC hallmark genes in human HCC patients predicted decreased overall survival (HR = 2.0, 95% CI 1.3–3.3) (Fig. 5b). In patients with high MYC activity (MYC_Hallmarks_V2_score^*high*^), XPO1 had prognostic power and high XPO1 expression predicted poor outcome (HR = 4.1, 95% CI 1.6–10.7). However, XPO1 expression had no prognostic power in patients with low MYC activity (MYC_Hallmarks_V2_score^*low*^) (HR = 1.4, 95% CI 0.4–4.5) (Fig. 5c). Therefore, MYC-SL RNA transport genes and XPO1 specifically predict poor prognosis, and XPO1 is a prognostic biomarker only in HCC with high MYC activity.

**Fig. 5:**
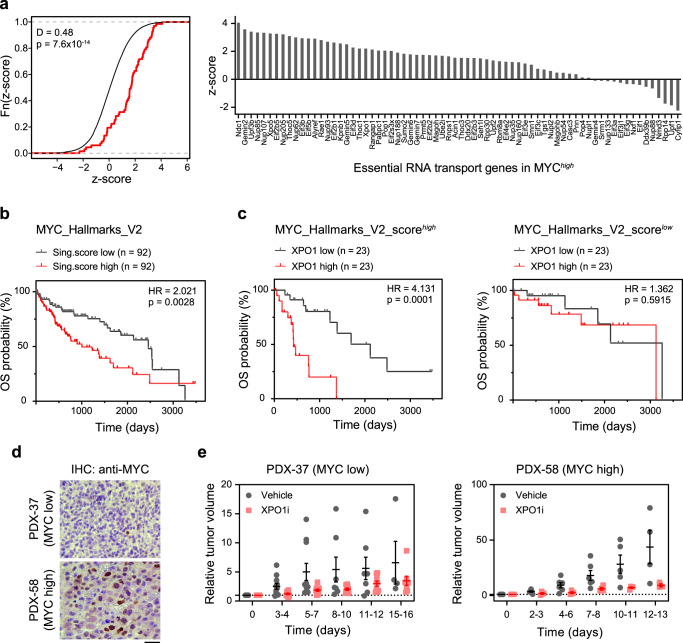
Increased expression of MYC-SL nucleocytoplasmic transport genes is associated with poor prognosis in human HCC and XPO1 inhibition reduces growth of patient-derived xenografts. **a** Association of MYC-SL RNA transport genes with disease outcome in human HCC. Survival z-scores were calculated based on Cox Regression using TCGA data on liver hepatocellular carcinoma (LIHC RNA-seq and clinical data). Positive z-scores are associated with poor prognosis. Left: Z-scores of MYC-SL RNA transport genes (red) are compared to the genome-wide random distribution (black). Right: Prognostic association of individual MYC-SL RNA transport genes in human HCC. **b** Survival analysis of TCGA LIHC data subdivided by expression of MYC hallmark genes (HALLMARK_MYC_TARGETS_V2, M5928) assessed by singscore^92^. Graphs show upper and lower quartiles (*p*-value and HR from two-sided logrank test). **c** Survival analysis of subgroups with high and low MYC activity shown in (**b**) based on XPO1 RNA expression level (*p*-value and HR from two-sided logrank test). **d** Representative images of MYC expression in two biologically independent HCC PDX models assessed by immunohistochemistry. At least three high power field images were aquired per PDX. Scale bar = 20 μm. **e** Relative tumor volume of HCC patient-derived xenografts (PDX) with high or low MYC expression in NSG mice treated with vehicle (grey symbols) or XPO1 inhibitor Selinexor (red symbols). PDX samples obtained from two HCC patients (PDX-37, and PDX-58) were examined over two independent experiments (PDX-37: vehicle (*n* = 11 mice), XPO1i (*n* = 11 mice); PDX-58: vehicle (*n* = 6 mice), XPO1i (*n* = 4 mice). Lines are means +/− SEM. For this figure, source data are provided as a Source Data file.

Second, we examined if XPO1 inhibition influenced the in vivo growth of human HCC patient-derived xenografts (PDX). We found that XPO1 inhibition reduced the growth of HCC PDX. This effect was more pronounced in a PDX with high MYC expression as compared to a PDX with low MYC levels (Fig. 5d, e) and increased apoptosis of tumor cells as measured by cleaved caspase 3 (cCasp3) (Supplementary Fig. 12). Hence, inhibition of the nuclear and cytoplasmic transport gene, XPO1, inhibits the growth of human HCC PDX.

## Discussion

We have performed a comprehensive assessment of MYC synthetic lethal (MYC-SL) interactions identifying 1808 genes that are only essential in MYC^*high*^ HCC cells but not in MYC^*low*^ normal hepatocyte-like cells. Our MYC-specific CRISPR/Cas9-based genome-wide screen identified nuclear to cytoplasmic transport as a novel MYC-SL pathway. We found that 71 out of 170 genes in the nuclear to cytoplasmic transport of RNA and/or proteins were MYC synthetic lethal. In general, the increased expression of these nuclear to cytoplasmic transport genes predicted poor prognosis in human HCC. The majority were co-expressed with MYC in our preclinical HCC model. As a proof-of-principle, we targeted one of the nuclear to cytoplasmic transport genes, XPO1, demonstrating its inhibition induced tumor cell death both in vitro and in vivo, in mouse and human MYC-driven cancer cell lines, in a transgenic mouse model of MYC-driven HCC, and in human HCC PDX. XPO1 as a potential therapeutic target specifically for MYC-driven cancers has not been previously recognized. Further, our observations also provide comprehensive insights into specific genes and pathways that confer cellular fitness in MYC-driven cancers.

Our rationally designed genome-wide CRISPR screen using a conditional MYC expression system uniquely allowed us to determine genes that are only essential to cancer cells with high, and not low, MYC expression. This enabled us to determine many previously unknown MYC-SL genes and genes with potential tumor suppressive properties. The robustness of our screen is validated by the finding that we did identify several known MYC-SL genes including *Brd4*^59–63^, *Atr*^64^, *Sae1*^60^, *Prmt5*^26^, and *Birc5*^65^. Moreover, by using a conditional MYC system, we demonstrate that some of the genes previously identified as MYC-SL, like *Mtor*^66^, *Cdk9*^67^, or *Wdr5*^68^, may not be specific for MYC-driven cancers. While these genes may still be effective targets for cancer treatment, they may not necessarily be MYC-SL.

Our screen also uncovered tumor suppressor genes whose loss cooperates with MYC to promote cancer. Examples for identified well-known tumor suppressors include genes such as *Trp53*, *Rb1*, *Nf1* and *Nf2*, and Hippo signaling pathway components. However, other genes with similar tumor suppressive function in our screen, such as *Ambra1*, *Gpatch8*, and *Spred1*, may be less appreciated as tumor suppressors. Thus, our genome wide CRISPR-screen served as a powerful approach to determine specific MYC-SL genes and pathways as well as genes with anti-tumor suppressive function.

Our report identified nuclear to cytoplasmic transport, a key step between transcription/splicing and translation, as a MYC-regulated and MYC synthetic lethal pathway. While MYC is known to regulate several aspects of RNA metabolism including ribosome biogenesis, RNA transcription, splicing and translation, its central role in regulating and depending upon efficient nuclear to cytoplasmic transport has not been reported before. Of the 170 genes known to be involved in nuclear to cytoplasmic transport, we found that 71 were individually MYC-SL, and 47 were co-expressed with MYC, thus underscoring the robustness of dependency of MYC on nuclear export to drive cancer. One of the nuclear exporters identified as MYC-SL in our screen was Xpo1, which is involved in the transport of thousands of proteins, ribosomal RNAs and less abundant RNA species^69^. High XPO1 expression has been associated with poor prognosis in multiple cancers including ovarian cancer^70^, osteosarcoma^71^, acute myeloid leukemia^72^, pancreatic adenocarcinoma^73^, and neuroblastoma^74^. We show here that inhibition of XPO1-mediated nucleocytoplasmic transport blocked growth in vitro, induced tumor regression in vivo in a transgenic mouse, and inhibited human HCC PDX, more effectively in MYC^*high*^ cancers. Apart from XPO1, our screen also identified other proteins transported by XPO1 to be products of MYC-SL genes. Interestingly, several of these proteins are also known to be important in MYC-driven cancers like ribosome components (such as *Rps8*), multiple subunits of the eukaryotic translation initiation factor 3 complex, and proteins important for MYC-induced autophagy (such as *Atg3*). Taken together, these findings highlight the critical role of XPO1-mediated nuclear to cytoplasmic transport in promoting MYC-driven tumor growth.

MYC is a master transcription regulator, and export of RNA species from the nucleus to the cytoplasm is a crucial step for efficient gene expression. We show here that several genes involved in mRNA processing and transport play essential roles in MYC-driven cancer cells. These included components of the exon junction complex (such as *Ayref*, *Pinin*, *Rnps1*, and *Ddx39b*), transcription export complex (such as *Alyref*, *Thoc1*, and *Thoc3*), and the major mRNA exporter *Nxf1*. We note that these findings are in accordance with a recent study showing that XPO1 transports THOC4-bound mRNAs that encode for DNA damage repair proteins^75^, which in turn help protect cancer cells from MYC-induced DNA damage^76,77^. Another MYC-SL gene we identified was *Nmd3*, which encodes a 60S ribosomal export protein which together with Xpo1, transports ribosomal subunits from the nucleus to the cytoplasm^78–80^. The finding that multiple genes involved in RNA transport, by a XPO1-independent or -dependent mechanism, have synthetic lethal interactions with MYC underscores the essentiality of this pathway for MYC function. Thus, altered nuclear export of RNAs is a dependency of MYC-driven cancers.

MYC is a key oncogenic protein in human cancer but remains a difficult protein to target directly. Thus, the MYC-SL genes we have identified serve as valuable resource to determine strategies to indirectly, but specifically, target MYC in cancer. Importantly, we anticipate that targeting a combination of MYC-SL gene products may lead to synergistic drug interactions. It has recently been reported that XPO1 inhibition synergizes with the inhibition of other MYC-SL gene products we identified in our screen, such as DNMT1^81,82^, RRM1/2^83^, or BRD4^84^. Based on the synthetic lethal interaction of MYC and XPO1 described here, we demonstrate that XPO1 inhibition was most effective in tumors with high MYC activity. In line with this, in human HCC, XPO1 levels were predictive of clinical outcomes only in tumors with high, but not low, expression of MYC activation signature. Selinexor is a highly selective XPO1 inhibitor which has been FDA approved for the treatment of refractory multiple myeloma and diffuse large B-cell lymphoma, and is being currently evaluated in clinical trials for other cancers (for example, currently in Phase 3 or 4: NCT05028348, NCT05611931, NCT04562389, NCT05726110). However, a biomarker predicting response to XPO1 inhibition is lacking. Our study demonstrates that stratification of tumors based on MYC activation status will likely enable more precise selection of patients for RNA transport inhibitors. More importantly, we identify several MYC-SL genes in the RNA transport pathway, apart from XPO1, which are yet to be targeted and can serve as rational, and specific targets against MYC-driven cancers.

Our results suggest that MYC may globally regulate nuclear to cytoplasmic transport. This may be a mechanism by which MYC maintains tumorigenesis. We identified multiple nuclear to cytoplasmic transport genes to have synthetic lethal interactions with MYC, thus highlighting the essential nature of this pathway. MYC may control a multitude of cellular functions through regulation of nuclear transport of proteins and RNA, thus promoting tumor progression. Using a MYC-conditional murine in vitro system, we have comprehensively identified 1808 cell-intrinsic MYC-SL interactions. In our primary murine HCC model, XPO1 inhibition induced remarkable tumor regression. Amongst the advantages of our model is that it is fully immune competent. Drug efficacies could be underestimated in immunocompromised xenograft-based models which lack the contribution of an anti-cancer immune response. For instance, inhibiting a MYC-SL target may also have beneficial on-target but off-tumor effects on the tumor microenvironment. A recent example is the stimulation of anti-tumor immunity by BRD4 inhibition^85–87^. Given that MYC regulates the tumor microenvironment^88–93^, in future studies, we will evaluate MYC synthetic lethal interactions in hosts with an intact immune system. Here, we performed a MYC-specific genome-wide CRISPR synthetic-lethality screen and identify nuclear to cytoplasmic transport as a therapeutic vulnerability of MYC-driven cancers.

## Methods

All procedures and methods were conducted in accordance with federal and state regulations as well as Stanford University’s institutional guidelines and policies. All work involving materials classified as biosafety level 2 or higher has been approved by Stanford University’s Administrative Panel on Biosafety. Animal experiments described in this study have been approved by Administrative Panel on Laboratory Animal Care at Stanford University (protocols APLAC-14045, and APLAC-10563) and comply with all federal and state regulations governing the humane care and use of laboratory animals, including the USDA Animal Welfare Act, and Stanford’s Assurance of Compliance with PHS Policy on Humane Care and Use of Laboratory Animals. Tissue sample collection from HCC patients following informed consent was approved by the Stanford University Institutional Review Board (IRB-28374).

### CRISPR library screening and data analysis

The CRISPR library screening was performed following published protocols^94^. The pooled mouse GeCKO v2 CRISPR library^15^ containing 130209 gRNAs was obtained from Addgene. Briefly, the library was amplified by electroporation into Endura competent cells (Lucigen). After lentiviral packaging of the library, EC4 cells with stable Cas9 expression were infected at low viral titers so that approximately 10% of the cells were infected. The infected cells were treated with puromycin (1 µg/ml) for two days before screening. These antibiotic-selected cells served as the baseline pool and were further passaged and separated into two conditions: the MYC^*high*^ (cancer) pool that continued to overexpress MYC and the MYC^*low*^ (control) pool that was treated with doxycycline to shut off MYC expression.

The gRNA libraries in the screened populations were subsequently isolated by PCR amplification and characterized by hi-seq. The CRISPR/Cas9 screening data was processed and analyzed using MAGeCK-VISPR^16^. For two conditions (SL and control), Beta scores, which provide a quantification of gene essentiality, were generated from MAGeCK-VISPR’s maximum likelihood estimation algorithm. Additionally, *p*-values were determined by the Wald test and FDR-adjusted *p*-values were given by the Benjamini-Hochberg method. Statistical significance required FDR < 0.05. To identify genes synthetic lethal to high MYC but not low MYC levels, we used the following criteria: Beta score < 0 and statistical significance (SL.FDR < 0.05) in the SL condition (indicating negative selection) but no statistically significant selection in the control condition (CONTROL.FDR > 0.05). The analysis and plotting of data were performed using the R statistical programming language. KEGG pathway enrichment analysis was performed using DAVID^95,96^.

### Cell lines and cell culture

Conditional MYC-driven murine HCC cells, EC4 cells, were derived from a liver cancer generated in a *LAP*-*tTA*/*tet-O-MYC*/FVB/N mouse. Murine lymphoma cells were derived from *EμSRα-tTA*/*tet-O-MYC*/FVB/N or *Eμ-MYC* mice. SNU449, BJ5-tA, and NIH3T3 cells were obtained from ATCC (CRL-2234, CRL-4001, and CRL-1658, respectively; characterization by STR profiling performed by cell bank). 293FT cells were purchased from Thermo Fisher Scientific. EC4, SNU449, BJ5-tA, 293FT and NIH3T3 cells were maintained in Dulbecco’s Modified Eagle’s Medium (DMEM, Gibco) with 4.5 g/l D-Glucose, supplemented with 10% fetal bovine serum, 2 mM L-glutamine (Gibco), 1× MEM Non-Essential Amino Acids (Gibco), 1 mM sodium pyruvate, 100 IU/ml penicillin, and 100 µg/ml streptomycin. The human lymphoma-like cell line P493-6^97,98^ was kindly provided by Prof. Chi V. Dang (Ludwig Institute for Cancer Research, Johns Hopkins University School of Medicine, Baltimore, USA), and maintained in Roswell Park Memorial Institute 1640 medium (RPMI, Gibco) with GlutaMAX containing 10% fetal bovine serum, 100 IU/ml penicillin, 100 µg/ml streptomycin. Murine lymphoma cells were maintained in Roswell Park Memorial Institute 1640 medium (RPMI, Gibco) with GlutaMAX containing 10% fetal bovine serum, 100 IU/ml penicillin, 100 µg/ml streptomycin, and 50 µM 2-mercaptoethanol. MYC-driven murine cancer cell lines are available from corresponding author upon request. Cells were cultured in a humidified 5% CO_2_ atmosphere at 37 °C. All cell lines were regularly confirmed to be mycoplasma-free using PCR- or mycoplasmal enzyme-based methods.

### Gene functional enrichment analysis

Gene Set Enrichment Analysis was performed using the GSEA (v4.1.0) software from the Broad Institute (https://www.gsea-msigdb.org/gsea/index.jsp). Rank scores for gene essentiality were calculated as log_10_(FDR) multiplied by the sign of the Beta score, such that essential (negatively selected) genes receive a higher rank score than nonessential genes. The GSEAPreranked algorithm was used on this ranked gene list. To assess gene set enrichment in RNA expression data sets, normalized counts (obtained using DESeq2, see “RNA isolation and RNA-seq data analysis”) were used. The Database for Annotation, Visualization and Integrated Discovery (DAVID, https://david.ncifcrf.gov/) was used for gene enrichment and functional annotation analysis (one-sided Fisher’s exact test).

### EU-labeling and visualization of total RNA

EC4 cells were labeled with 1 mM 5-ethynyl uridine (EU) for 5 h in the presence of 150 nM Selinexor or vehicle (DMSO control) at 37 °C and 5% CO_2_. Cells were then fixed with 4% formaldehyde in PBS at room temperature for 20 min, washed consecutively with PBS, 50 mM NH_4_Cl/PBS, PBS (10 min each) and permeabilized with 0.2% Triton-X100/PBS. After washing with PBS, EU was labeled with Alexa-647-azide using the Click-IT imaging kit (Invitrogen) following the manufacturer’s instructions. Images were acquired on a DMI 6000 B (Leica) epifluorescence microscope. Mean fluorescence intensities in regions of interest in the cytoplasm and in the nucleus omitting nucleoli were determined using ImageJ (v1.47k). Cytoplasmic to nuclear intensity ratios in Selinexor and DMSO-treated cells were compared by two-tailed Student’s t-test.

### RNA isolation and RNA-seq data analysis

RNA sequencing of RNA isolated from primary tumor tissue (MYC^*high*^, MYC^*low*^ for one week) isolated from LAP-tTA/*tet-O-*MYC mice was performed by BGI, RNA sequencing of RNA isolated from EC4 cells was performed by Novogene. STAR (v2.5.4b) two-pass alignment was used to align RNA-seq raw reads to the GRCm38 (mm10) mouse primary genome assembly (gene annotation version M15), which was modified to include the human MYC sequence. DESeq2 (v1.22.2) was used for differential gene expression analysis (two-sided Wald test was used for statistical comparison).

TCGA RNA-seq count data was retrieved from the National Cancer Institute’s Genomic Data Commons (GDC) data portal. DESeq2 (v1.22.2) was used to normalize RNA-seq read counts and ComBat was used for batch effect correction. Survival data was queried from TCGA using the R library, TCGAbiolinks. For each gene, a z-score was derived from the Cox proportional hazards regression model fitting gene expression to survival.

### Flow cytometric analysis of cell viability

For apoptosis analysis, cells were stained with 7-AAD and PE-Annexin-V (Becton Dickinson) and analyzed on a FACScan flow cytometer following manufacturer’s instructions. FACS data was analyzed with FlowJo (v10.8.1) software (Tree Star). The apoptotic cell populations were defined by positive staining of both Annexin-V and 7-AAD. For shRNA-mediated knockdown of Xpo1, lentiviral particle were produced by co-transfection of 293FT cells with pMD2.G, psPAX2, and the indicated pGIPZ-shRNA construct. psPAX2 (Addgene plasmid # 12260; http://n2t.net/addgene:12260) and pMD2.G (Addgene plasmid # 12259; http://n2t.net/addgene:12259) were gifts from Didier Trono. pGIPZ lentiviral constructs were obtained from Horizon Discovery: shXpo1 #1 (clone V3lMM_475788, mature antisense sequence: ACTTCTCCAACTTGAACCT, shXpo1 #2 (clone V3LMM_475791, mature antisense sequence: TGAACTGTCTGGTCTGTCT). pGIPZ GAPDH lentiviral shRNA construct (Horizon Discovery) was used as control. Two days after co-transfection of 293FT cells with lentiviral constructs, lentiviral particles were concentrated using Lenti-X Concentrator (Takara) and directly used to transduce EC4 cell by spininfection in the presence of polybrene. Cell viability of shRNA-expressing, GFP-positive cells was assessed by propidium iodide staining followed by flow cytometry (BD Accuri C6 Plus).

### Western blot and immunohistochemical analysis

The following antibodies were used for Western blot (WB) anlysis: Anti-MYC clone 9E10 (1:5000, Millipore-Sigma, M4439), Anti-MYC clone Y69 (1:1000, Abcam, Ab32072), Anti-Exportin-1 clone D6V7N (1:1000, Cell Signaling Technology, 46249), Anti-GAPDH clone 14C10 (1:5000, Cell Signaling Technology, 2118), Anti-alpha Tubulin clone DM1A (1:2000, Millipore-Sigma, T9026), Anti-beta Actin (1:1000, Cell Signaling Technology, 4967), Anti-rabbit IgG IRDye800CW (1:10000, Licor, 926-32211), Anti-mouse IgG IRDye680RD (1:10000, Licor, 926-68070), Anti-rabbit IgG-AP (1:5000, Invitrogen, G-21079), Anti-mouse IgG/IgM-AP (1:5000, Invitrogen, 31330). The following antibodies were used for immunohistochemistry (IHC): Anti-MYC clone EP121 (1:150, Millipore-Sigma, 395 R), Anti-cleaved Caspase-3 (Asp175) (1:100, Cell Signaling Technology, 9661), Biotinylated anti-rabbit IgG (1:500, Vector Laboratories, BA-1000-1.5). For immunofluorescence (IF) stainings, we used the following antibodies: Anti-phospho Histone-3 (Ser10) (1:200, Cell Signaling Technology, 9701), Anti-cleaved Caspase-3 (Asp175) (1:100, Cell Signaling Technology, 9661), Anti-rabbit IgG AlexaFluor568 (1:400, Invitrogen, A-11011). Immunofluorescence or bright field images were taken with 20x objectives on a Leica DMI6000 B microscope and quantified using MetaMorph (v7.8) image analysis software.

### Cell viability assays

Cells were seeded at a density of 1000–2000 cells/well in 96-well plates. Cells were treated with different concentrations of Selinexor (from 0.33 nM to 10 µM) for 72 h. MYC expression was shut off by treating the cells with doxycycline (100 ng/ml), or MYC was inactivated by treatment with MS2-008 (10 µM) 24 h prior addition of other inhibitors. All experiments were performed in quadruplicate. Cell viability was estimated using the CellTiter-Glo Luminescent Cell Viability Assay (Promega) or Sulforhodamine B Assay (Abcam). The log-transformed concentration values and the normalized luminance or absorbance data were fitted to a four-parameter logistic equation using Prism (v3.9.1) software (GraphPad).

### In vivo efficacy studies

All experiments using patient material or research animals were performed according to the ethical approval provided by the IRB and APLAC boards of our institution. Mice were generally maintained on a 12 hours-dark/ 12 hours-light cycle at 70 °F (+/−2 °F) and 50% (+/−20%) humidity. The generation of *LAP-tTA*/*tet-O-MYC*/FVB/N mice has been described previously^18^. The breeder lines, *LAP-tTA*/FVB/N and *tet-O-MYC*(36)/FVB/N (Felsher laboratory), were crossed in the presence of doxycycline to generate *LAP-tTA*/*tet-O-MYC*/FVB/N mice. Only male mice of this strain carry the tet-O-*MYC* transgene and develop liver cancer upon doxycycline withdrawal. To induce MYC-driven HCC development, doxycycline was withdrawn when mice are 21 days old and weaned. Mice were imaged regularly by MRI (7T, Bruker, Agilent conversion) to detect developing tumors. Mice with tumors of 50–200 mm^3^ volume were randomly assigned to vehicle or Selinexor treatment groups. Selinexor (Selleckchem) was dissolved in vehicle (1% Pluronic F-68 and 1% PVP-K29/32, 25 mg/kg). Both Selinexor and vehicle were administered by oral gavage to tumor-bearing mice three times a week for 6 doses total. Tumor volume pre- and post-treatment was calculated based on the T2 weighted image stacks using the Osirix Lite (v12.5.0) software. For short-term treatment, the mice were treated with either vehicle or Selinexor for three doses and sacrificed the following day after the third dose.

Patients who underwent hepatic resection for hepatocellular carcinoma were identified from chart review. Informed consent was obtained from all patients prior to obtaining tissue sample. Freshly resected tissue of HCC was chopped, mixed with an equal volume 0.1 ml of Matrigel, and implanted subcutaneously into bilateral flanks of 6–8 week old NOD/SCID/IL2Rγ-/- (NSG) mice. Male and female NSG mice were used and distributed equally between groups. NSG breeder mice were obtained from Jackson Laboratories, experimental animals were generated at Stanford University. The mice were euthanized, the tumor tissue retrieved and serially passaged until F3 generation. Histopathologic assessment was used to confirm that tumor had not drifted significantly from original human tumor. The F3 generations of two independent patient samples (PDX-37, and PDX-58) were used for the XPO1 inhibitor efficacy study. When F3 tumors were established and palpable, mice were treated by oral gavage with vehicle (1% Pluronic F-68, 1% PVP-K29/32) or with 30 mg/kg Selinexor dissolved in vehicle. Caliper measurements were performed daily and tumor volume was estimated according to the formula Volume=1/2(L*W^2^), where L and W are the length and width of the tumor, respectively. A maximal tumor size of 1.70 cm (largest diameter) was permitted by Stanford University’s Administrative Panel on Laboratory Animal Care (APLAC) and it was not exceeded. Humane endpoints for early euthanasia included signs of pain, labored breathing, or the inability to move and stand normally. Other early euthanasia criteria were a total body weight loss greater than 20%, or more than 10% body weight loss in a single week. Mice were euthanized by gradual carbon dioxide displacement and subsequent confirmatory cervical dislocation.

### Analysis of TCGA RNA-sequencing and survival data

Analysis of human HCC RNA-sequencing and clinical data was performed as described previously^14^. Survival data was obtained from NIH Genomic Data commons (https://gdc.cancer.gov/about-data/publications/pancanatlas). Stratification of the TCGA-LIHC cohort by expression of MYC-regulated hallmark genes was performed using the gene set ‘HALLMARK_MYC_TARGETS_V2’ (available at https://www.gsea-msigdb.org/gsea/msigdb/index.jsp) and the R package singscore (v1.14.0)^99,100^.

### Statistics and reproducibility

Statistical tests used for data analysis are indicated in the figure legends or in the Materials and Methods section. No statistical method was used to predetermine sample size. No data were excluded from the analyses. If not stated otherwise, the experiments were not randomized and the investigators were not blinded to allocation during experiments and outcome assessment. For in vivo studies of XPO1 inhibitor activity, HCC bearing mice were randomly assigned to vehicle and inhibitor treatment groups. Measurements of PDX tumor sizes were performed by a blinded investigator.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

### Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

Description of Additional Supplementary Files

Supplementary Data 1

Supplementary Data 2

Supplementary Data 3

Supplementary Data 4

Supplementary Data 5

Supplementary Data 6

Supplementary Data 7

Supplementary Data 8

### Source data

Source Data

## Data Availability

All raw sequencing data generated in this study have been deposited in Gene Expression Omnibus and are available under accession code Series GSE205132. Sub-series GSE205130 contains RNA sequencing data, sub-series GSE205131 contains genome-wide CRISPR/Cas9 screening data. Processed sequencing data, quantification of imaging and survival data are provided in the Supplementary Information or the Source Data. Normalized human RNA-seq quantification data from The Cancer Genome Atlas (TCGA) is available via the UCSC Xena Toil project^101^ at xenabrowser.net. The TCGA-LIHC study was used from that dataset. Survival data is available via the TCGA Pan-Cancer Clinical Data Resource (TCGA-CDR)^102^ at the NIH Genomic Data commons (https://gdc.cancer.gov/about-data/publications/pancanatlas). Source data are provided with this paper.

How the deposited data were processed for this re-analysis (not part of the article)

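RNA was sequenced from EC4 cells, a mouse HCC cell line with a doxycycline-repressed human MYC transgene, at day 0 without doxycycline (MYC high) and at day 1 and day 7 of doxycycline (MYC low). There were 9 libraries, 3 in each of the 3 groups. Each library was mapped to its day and replicate number by its own label. All 9 columns of the deposited count table were used, and the only other values per library were those of Supplementary Data 1, used for the comparison with the paper's values.

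The values are raw counts per gene, as the authors deposited them. The sample descriptions name poly(A) RNA. According to the paper's methods, the authors aligned the reads with STAR to the mouse assembly GRCm38, changed to include the human MYC sequence. The submitters' notes name STAR 2.7.9a and featureCounts 2.0.3, and the paper's methods name another STAR release. The values of each library are whole numbers and the library totals differ, so no normalization had been applied. Strand setting, treatment of reads that map to several places and any trimming are not given in the sources used here. The table has 52637 genes. Gene names, positions, transcript lengths and GC content were taken from the mouse annotation GENCODE M21 for GRCm38 by gene identifier, and 17349 of the 17382 tested genes had a transcript length and GC content. The human MYC entry has no position in that annotation.

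Total counts ran from 79169442 to 110266341 per library. A count of 0 in all 3 libraries of a group allows up to 3 counts over the group, which is 0.0101 CPM at day 0, 0.0092 CPM at day 1 and 0.0122 CPM at day 7; these floors cover counting error only. Folds against a group at 0 were computed against this floor. Libraries of a group differed by more than sampling noise (lowest chi-square per degree of freedom 10.0), which library preparation alone can give; they were taken as replicates because their labels number them so.

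Counts were normalized by TMM and tested in R 4.3.3 with edgeR 4.0.16 (filterByExpr with a minimum count of 10, glmQLFit and glmQLFTest), with the 3 groups in one fit. The comparisons were day 1 with day 0, day 7 with day 0 and day 7 with day 1, at a Benjamini-Hochberg adjusted p under 0.05 and no minimum fold. Gene lists were tested with camera in limma 3.58.1, which asks whether the genes of a list changed more in one direction than other genes, with a preset correlation between genes of 0.01, and p-values were adjusted over the 32 lists within a comparison. Each list was also tested with a correlation estimated from the data. Members of a list were counted from the edgeR test adjusted over all genes, and again adjusted over the list alone. In the text, ± is the SD of 3 libraries.

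The samples, comparisons, tests, lists, rule for named genes and first set of alternatives were chosen before the data were examined, except that the MYC values and a few other values of Supplementary Data 1 had been seen. The lists cover hepatocyte genes as a whole and by function (plasma proteins, amino acid and urea metabolism, P450 and xenobiotic enzymes, glucose and lipid metabolism, bile acid synthesis and transporters, transcription factors, and 20 genes reported whatever their value), fetal liver and hepatoblast, cholangiocyte and progenitor, mesenchymal and stellate, endothelial, immune and epithelial genes, cell cycle and growth arrest genes, MYC targets and the MYC network, ribosome biogenesis, nuclear pore, importin, exportin and Ran, mRNA export and splicing factor genes, nucleotide, one-carbon and polyamine synthesis, glycolysis, cholesterol synthesis, the integrated stress response, interferon and antigen presentation, lysosome and autophagy, YAP targets, acute phase genes and the genes named in the paper. The last list was taken from the paper, in part from results on related cells, so its direction is not independent evidence. Some genes are in several lists, so lists that move together are not independent results. Srsf1 is in the mRNA export and splicing factor lists, and Hp in the plasma protein and acute phase lists. The paper's main text does not name the hepatocyte gene sets it used. The legends of its supplementary figures, which may name them, were not among the sources used here. The paper's own enrichment analysis (GSEA on DESeq2-normalized counts) was not repeated with those sets.

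The named genes are human MYC and mouse Myc, the genes named in the paper and the 20 reported hepatocyte genes, the 12 genes with the largest and the 12 with the smallest log2 fold change in each comparison with day 0 (adjusted p under 0.05, a mean of at least 10 CPM in the higher group, no overlap between the groups, and no clone-based or predicted name), and for each list up to 4 called members with the largest change in the direction of most called members and up to 2 in the opposite direction.

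Alternatives were RLE scaling or library size alone, no filter or at least 10 counts in every library, the DESeq2 1.42.0 Wald test, limma-voom, a fit of only the 2 groups compared, a replicate block, the human MYC entry removed, an estimated correlation, fgsea 1.28.0, list members with a mean of at least 1 CPM, and each library left out in turn. After the data had been seen, 3 more were added: leaving out both day 7 replicate 3 and day 0 replicate 1, removing trends with transcript length and GC content within each library (splines with 4 degrees of freedom), and an estimated correlation without day 7 replicate 3. Lists were compared with 10000 random lists matched on mean expression in 50 bins. All levels are relative, so neither these lists nor the tests can show a rise or fall of RNA common to all genes. Random steps used the seed 20240201.

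The tests were tested on simulated data with the means and spread of these libraries, in which 200 genes were changed, beside 60 more in a simulated list. With 3 libraries per group and a spread drawn gene by gene, the share of false calls was 2.97% and 2.20% for edgeR with the settings of day 1 and day 7, 4.00% and 1.14% for limma-voom, and 34.8% and 31.5% for DESeq2. With a spread estimated without day 7 replicate 3, the share at day 7 was 8.76% for edgeR. With 12 libraries per group DESeq2 gave 9.24%. The requirement that DESeq2 be judged only at 12 libraries per group was set after these shares were seen. Counts of calls from DESeq2 at 3 libraries per group are given with this limit. With the spread drawn gene by gene, edgeR found 86% of genes changed 4-fold and 16% of genes changed 2-fold at day 1, and 74% and 8% at day 7. When the spread was taken from its trend across genes, the share of false calls was 0.81% and 5.00% for edgeR and 18.5% and 22.5% for DESeq2. With that spread edgeR found 96% of genes changed 4-fold at each day, and 38% and 34% of genes changed 2-fold. With the spread estimated without day 7 replicate 3, it found 84% of genes changed 2-fold at day 1 and 82% at day 7, so the small changes missed in counts of called genes depend largely on that library.

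Supplementary Data 1 was read in a copy that holds the first 1999 of 52637 genes. The CRISPR screen, tumor, PDX and TCGA data were not analysed here. Values of some single genes of the lists are not reported here.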

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

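Chosen only after the results were seen were the tests of lower depth and of yield by length and GC for day 7 replicate 3, the narrower gene set in the test of its position, all 3 tests of the hepatocyte pattern, all 3 tests of the nuclear pore pattern, and the estimated correlation without day 7 replicate 3.

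The change from day 1 to day 7 was tested directly, and 9 gene lists had an adjusted p under 0.05 from camera, none of them with an estimated correlation. P450 and xenobiotic enzyme genes had a median log2 fold change of 0.74 (8 of 35 higher and 1 lower; 14 and 2 when adjusted over the list alone; adjusted p = 6.3e-04, and adjusted p = 0.093 with an estimated correlation), and 3, 5 and 3 were higher without day 1 replicate 1, 2 and 3. Lysosome and autophagy genes had a median of 0.43 (12 of 53 higher and 1 lower; 20 and 3 when adjusted over the list alone; adjusted p = 3.6e-05, and adjusted p = 0.093 with an estimated correlation), and 1 was higher without each of the day 1 libraries, 5 without day 0 replicate 2, 6 without day 7 replicate 1 and 25 without day 7 replicate 3. The whole list of hepatocyte genes had a median of 0.25 (adjusted p = 0.0269, and adjusted p = 0.108 with an estimated correlation), and its median was 0.03 with limma-voom, 0.11 when scaled by library size only and 0.14 with the replicate as a block. Acute phase genes had a median of 0.48 (adjusted p = 0.048, and adjusted p = 0.176 with an estimated correlation), 0.84 without day 7 replicate 2 and 0.25 without day 7 replicate 3, and they did not pass the test without day 7 replicate 3 (adjusted p = 0.213), day 0 replicate 1 (0.0855) or 3 (0.0615), or day 1 replicate 1 (0.0515). Integrated stress response genes, lower at day 1 than at day 0, had a median of 0.34 (adjusted p = 0.0015, and adjusted p = 0.265 with an estimated correlation), and of 0.19 without day 7 replicate 3.

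Of the lists with a negative median from day 1 to day 7, the cell cycle genes had -0.78 (33 of 82 lower and 0 higher; 50 lower when adjusted over the list alone; adjusted p = 2.2e-18, and adjusted p = 0.108 with an estimated correlation), and 4, 3 and 6 were lower without day 1 replicate 1, 2 and 3, 11 without day 7 replicate 2 and 66 without day 7 replicate 3. Glycolysis genes had a median of -0.89 (adjusted p = 3.3e-11, and adjusted p = 0.176 with an estimated correlation). Cholesterol synthesis genes had a median of -0.52 (adjusted p = 9.4e-08, and adjusted p = 0.176 with an estimated correlation). Epithelial junction and keratin genes had a median of -0.28 (adjusted p = 0.0015, and adjusted p = 0.330 with an estimated correlation), and of -0.45, -0.51 and -0.54 without day 7 replicate 1, 2 and 3.

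Lists of genes whose RNA levels in these cells the paper's text does not discuss also changed from day 0 to day 7. Interferon and antigen presentation genes had a median log2 fold change of 1.74 (20 of 38 higher and 1 lower; 22 and 2 when adjusted over the list alone; adjusted p = 4.5e-06, and adjusted p = 0.0112 with an estimated correlation). Lysosome and autophagy genes had a median of 0.86 (37 of 53 higher and 3 lower; 38 and 3 when adjusted over the list alone; adjusted p = 9.4e-11, and adjusted p = 0.0081 with an estimated correlation). Cholangiocyte and progenitor genes had a median of 0.95, and their counts stand beside the hepatocyte genes. Integrated stress response genes had a median of -0.95 (2 of 38 higher and 24 lower; 2 and 28 when adjusted over the list alone; adjusted p = 4.2e-08, and adjusted p = 0.0463 with an estimated correlation). With an estimated correlation and without day 7 replicate 3, none of these 4 lists passed, with adjusted p of 0.0839, 0.124, 0.116 and 0.140.

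Day 7 replicate 3 lay apart from the other day 7 libraries, with more RNA of short transcripts and less of long ones. Lower depth was argued against, since the other day 7 libraries thinned to its total still held at least 20077 genes with a count, against 16025. A day 1 library under a day 7 label was argued against as well, since over the 3950 genes called between day 7 and day 1 without it, its median position was 0.903 on a scale from day 1 (0) to the other day 7 libraries (1), with wide quartiles of -0.0438 and 1.80, and over the 1330 of them that changed more than 2-fold, it was 0.937, with quartiles of 0.388 and 1.36. Its mitochondrial share of 1.72% lay near those of the day 0 libraries (1.49% to 2.00%) and the day 1 libraries (1.74% to 1.91%) and away from the other day 7 libraries (4.21% and 4.53%), so this feature runs against the genes as a whole. Transcript length and GC content explained 14.4% of the variance of its deviations, against 10.8% and 10.3% in the other day 7 libraries, whose deviations are measured in part from it, and at most 5.98% in the day 0 and day 1 libraries, so a yield that depends on them may be part of the difference and leaves most of it open. No label gives a batch or an RNA quality value, and a biological difference of this sample was not tested.

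Hepatocyte genes were higher at day 7 than at day 0. A rise of genes of like expression relative to the other genes was argued against, since random lists matched on expression did not share it. The list's median of 1.07 lay at percentile 100 of them (1st to 99th percentile -0.23 to 0.28). A change of RNA common to all genes could not be tested, since TMM scaling removes it. Trends with length and GC content were argued against as the whole cause. With them removed, the median was 0.95 (adjusted p = 2.1e-06, and adjusted p = 0.0287 with an estimated correlation). Doxycycline itself and the loss of MYC cannot be told apart, since in 0 libraries the drug and the MYC state are untied. The rise may therefore follow from either, and cholangiocyte genes rose alongside. With day 7 replicate 3 left out and an estimated correlation the list did not pass (adjusted p = 0.116).

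Nuclear pore genes were lower at day 1 and day 7 than at day 0. A fall of genes of like expression relative to the other genes was argued against. The day 7 median of -1.07 lay at percentile 0 of matched random lists (1st to 99th percentile -0.55 to 0.40). A change of RNA common to all genes could not be tested, since TMM scaling removes it. Length and GC trends were argued against as the whole cause, since the median was -1.08 once they were removed. Fewer dividing cells as the whole cause was argued against, since the mean log2 level of cell cycle genes minus that of pore genes changed by 0.375 from day 0 to day 1 and by -0.411 from day 1 to day 7, and the pore genes had most of their fall (-0.915) in the first step. A contribution of fewer dividing cells stays open, as do the drug and the loss of MYC, which no library here separates. With an estimated correlation the list's adjusted p was 0.0601 at day 1 and 0.0547 at day 7, and without day 7 replicate 3 it was 0.116 and 0.124, while with length and GC trends removed it was 0.0276 and 0.0293.

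Each comparison of 3 libraries with 3 has 10 splits, too few for a share under 0.05. In fits of the 2 groups alone, the real split called 8223 genes for day 1 and day 0, 4125 for day 7 and day 0 and 792 for day 7 and day 1, and the highest of the other splits called 0 in each case. For the hepatocyte list, the real split of day 7 and day 0 had the smallest p (7.7e-08, against 1.3e-04 in the next of the other splits). For day 1 and day 0 the real p was 7.0e-05 and the smallest of the other splits was 7.0e-06, so that 3 of 10 splits had a p as small.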

How the results depend on the processing

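Leaving out both day 7 replicate 3 and day 0 replicate 1, removing length and GC trends, and an estimated correlation without day 7 replicate 3 were chosen after the data had been seen; all other alternatives were planned. No gene list or single gene with a call turned its direction (0 and 0 values of the other sign over all alternatives); those without a call gave 105 and 323 values of the other sign. Among them, without day 7 replicate 3, immune cell genes between day 7 and day 1 went from a median of 0.17 to -0.80 (adjusted p = 0.0214), plasma protein genes from 0.07 to -0.36, mRNA export genes from 0.08 to -0.10 and splicing factor genes from 0.12 to -0.09. Over all alternatives, the summary results gave 489 values on the same side of the threshold or within 1.5 times, 47 counts beyond that and 19 lost calls; the single genes and the other gene lists together gave 18305 kept calls or non-calls, 617 gained and 827 lost. With RLE every summary result kept its side and its size, as did every one other than MYC itself with the MYC entry removed. MYC has too few counts for a filter of 10 counts in every library and gave no value there; length and GC trends could not be removed for it for want of a mouse transcript.

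For day 7 and day 1, library size alone gave 458 genes higher, DESeq2 gave 1435 higher and 1227 lower (its share of false calls was 34.8% and 31.5% in simulations of day 1 and day 7 against day 0 with a spread drawn gene by gene, and this comparison was not simulated), and no filter, fgsea and members of at least 1 CPM gave 11, 14 and 13 other lists. Only the 2 groups compared gave 4328 genes higher and 3895 lower at day 1, 1946 lower at day 7, and, for day 7 and day 1, 425 higher, 367 lower and a MYC change of -2.81 that lost its call (adjusted p = 0.0787). Replicate numbers do not pair the libraries (correlations of same-numbered libraries -0.157 to 0.0499), and the replicate block gave 338 genes higher and 375 lower between day 7 and day 1.

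With an estimated correlation, calls were lost at day 1 for cell cycle (-0.55, adjusted p = 0.122), nuclear pore (-0.83, 0.0601) and importin, exportin and Ran genes (-0.82, 0.104), with 9 other lists passing; at day 7 for nuclear pore (-1.07, 0.0547), importin, exportin and Ran (-0.93, 0.138) and mRNA export genes (-0.74, 0.0547), with 7 other lists passing; and between day 7 and day 1 for hepatocyte genes (0.25, 0.108), with 0 other lists. Leaving out day 7 replicate 3 as well, calls were lost at day 1 for cell cycle (-0.49, 0.385), nuclear pore (-0.76, 0.116), importin, exportin and Ran (-0.75, 0.257) and hepatocyte genes (0.94, 0.116), with 2 other lists passing; at day 7 for cell cycle (-1.12, 0.167), MYC target (-1.39, 0.0839), nuclear pore (-0.90, 0.124), importin, exportin and Ran (-0.82, 0.372), mRNA export (-0.82, 0.0632) and hepatocyte genes (0.97, 0.116), with 1 other list; and between day 7 and day 1 for hepatocyte genes (0.18, 0.370), with 0 other lists. Both libraries left out gave 5247 genes higher and 4905 lower at day 1, 5539 and 5239 at day 7, and 3823 and 3039 with 13 other lists between day 7 and day 1; with length and GC trends removed the last comparison gave 1511 and 1299.

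With single libraries left out, genes higher and lower ran from 1538 to 4591 and 1291 to 4044 at day 1, 2449 to 4636 and 2226 to 4539 at day 7, and 174 to 2028 and 204 to 1922 between day 7 and day 1. The highest count came without day 7 replicate 3 in each case. Genes lower at day 1 were 1291, 1388 and 1306 without day 1 replicate 1, 2 and 3. Between day 7 and day 1, leaving out day 1 replicate 1, 2 or 3 gave 174, 181 or 181 higher and 220, 205 or 204 lower, day 0 replicate 2 gave 465 and 414, day 7 replicate 1 gave 454 higher and day 7 replicate 2 gave 371 lower. MYC ran from -9.61 to -9.32 at day 1, -12.73 to -11.85 at day 7 and -3.31 to -2.37 between them, and other lists between day 7 and day 1 from 6 to 13. Day 7 replicate 3 is not among the libraries compared at day 1, so it can change those counts only through the joint fit. A fit of day 1 and day 0 alone gave 4328 genes higher and 3895 lower. These lay near the 4591 and 4044 found without day 7 replicate 3. The causes of the other shifts were not tested. The fold of MYC at day 7 rests on 52 counts over its 3 libraries.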

Differences from the paper's values

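The copy of Supplementary Data 1 used here holds transformed expression values of the first 1999 of 52637 genes, human MYC among them. The values lie closest to a regularized log2 transform of these counts made without the groups, with a median absolute difference of 0.0758 over the 1829 of them that have counts, although only 8.70% lie within 0.01 of it. On that scale the paper's MYC values changed from day 0 by -5.29 at day 1 and -5.55 at day 7 as differences of group means. The same transform of the counts gave -5.96 and -6.70 here, and edgeR, which does not shrink fold changes in this way, gave -9.48 and -12.32. All alternatives chosen before the data were examined that give a fold change for MYC (RLE, library size only, no filter, DESeq2, limma-voom, only the 2 groups compared, the replicate block and each library left out) differ from the paper's values too, from -9.61 to -9.32 at day 1 and from -12.73 to -11.85 at day 7. The direction is the same in every case. Of the genes called here and present in the copy, 510 of 510 at day 1 and 682 of 682 at day 7 changed in the same direction in the paper's values.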

Other observations

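No test of an explanation is reported here; the estimated correlation without day 7 replicate 3 was chosen after the data had been seen. Genes of cell growth had less RNA after doxycycline. Of 117 ribosome biogenesis genes, 99 were lower and 0 higher at day 1 than at day 0 (110 lower when adjusted over the list alone), with a median log2 fold change of -1.56 (adjusted p = 3.3e-54 from camera, and adjusted p = 0.0125 with an estimated correlation), and at day 7 92 were lower and 0 higher (95 lower over the list alone; median -1.37, adjusted p = 2.6e-31, and adjusted p = 0.0431 with an estimated correlation). The dyskerin gene Dkc1, of ribosomal RNA modification, went from 231 ± 25 CPM at day 0 to 42.0 ± 0.97 at day 1 and 36.1 ± 2.9 at day 7 (SD, n = 3 each), and Nol10 fell by 2.25 and 2.56 on the log2 scale. Of 57 MYC target genes, 46 were lower at day 1 and 45 at day 7, and 0 were higher (52 and 48 lower over the list alone; medians -1.48 and -1.29; adjusted p = 5.3e-32 and 6.1e-19, and adjusted p = 0.0137 and 0.0449 with an estimated correlation). Of 41 genes of nucleotide, one-carbon and polyamine synthesis, 31 were lower and 1 higher at day 1 (31 and 1 over the list alone; median -1.27, adjusted p = 8.4e-16, and adjusted p = 0.0345 with an estimated correlation), and 30 were lower and 1 higher at day 7 (31 and 1 over the list alone; median -1.40, adjusted p = 2.0e-13, and adjusted p = 0.0547 with an estimated correlation). The uridine kinase gene Uck2 fell by 1.83 at day 1 and by 2.87 at day 7 on the log2 scale. The MYC target list shares genes with the ribosome biogenesis and nucleotide synthesis lists, such as Nop56 and Srm, so these lists are not independent. Of 93 splicing factor genes, 43 were lower at day 1 and 45 at day 7, and 0 were higher (48 and 46 lower over the list alone; medians -0.82 and -0.60; adjusted p = 1.3e-12 and 8.7e-08, and adjusted p = 0.0267 and 0.0547 with an estimated correlation), and 28 were lower at day 1 without day 1 replicate 1, and 68 at day 1 and 71 at day 7 without day 7 replicate 3. Of 82 cell cycle genes, 30 were lower and 2 higher at day 1 (32 and 2 over the list alone; median -0.55, adjusted p = 1.0e-06, and adjusted p = 0.122 with an estimated correlation), and 63 were lower and 0 higher at day 7 (66 and 1 over the list alone; median -1.24, adjusted p = 2.7e-19, and adjusted p = 0.0458 with an estimated correlation). At day 1, 50 of them were lower and 10 higher without day 7 replicate 3, and the median was -0.37 without day 0 replicate 1. The replication gene Mcm10 fell by 1.71 and 2.84 on the log2 scale. Of 40 growth arrest genes, 10 were higher and 7 lower at day 1 (median -0.01, mean 0.21, adjusted p = 0.227), and 13 were higher and 11 lower at day 7 (13 and 12 over the list alone; median 0.07, adjusted p = 0.858). Without day 7 replicate 3 and with an estimated correlation, of these lists only splicing factors passed at day 7 (adjusted p = 0.0243), and at day 1 splicing factors and MYC targets passed (0.0149 and 0.0363), while ribosome biogenesis (0.0787), nucleotide synthesis (0.134) and cell cycle genes (0.385) did not. With length and GC trends removed and an estimated correlation, splicing factors passed at neither day (adjusted p = 0.0596 at day 1 and 0.138 at day 7). Cell cycle genes did not pass at day 1 in that setting (0.0839) and passed at day 7 (0.0287). Ribosome biogenesis, MYC target and nucleotide synthesis genes passed at both days.

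Genes of transport between nucleus and cytoplasm were also lower in EC4 cells after doxycycline. The paper studies this pathway in the CRISPR screen and in RNA of primary tumors. Of 31 nuclear pore genes, 19 were lower at day 1 and 26 at day 7, and 0 were higher (21 and 29 lower over the list alone; medians -0.83 and -1.07; adjusted p = 5.5e-09 and 1.0e-09, and adjusted p = 0.0601 and 0.0547 with an estimated correlation), and at day 1 12 were lower without day 0 replicate 1, 12, 12 and 11 without day 1 replicate 1, 2 and 3, and 30 without day 7 replicate 3. Nup210, a membrane protein of the pore, went from 165 ± 25 CPM at day 0 to 28.0 ± 1.1 at day 1 and 24.7 ± 11 at day 7 (SD, n = 3 each), and Nup37 fell by 1.83 and 2.07 on the log2 scale. Of 32 importin, exportin and Ran genes, 18 were lower at day 1 and 22 at day 7, and 0 were higher (23 and 23 lower over the list alone; medians -0.82 and -0.93; adjusted p = 3.0e-08 and 6.1e-07, and adjusted p = 0.104 and 0.138 with an estimated correlation), and 29 were lower and 1 higher at day 1 without day 7 replicate 3. Rcc1, which loads Ran with GTP, fell by 2.03 and 2.27, and the exportin genes Xpo4 and Xpo5 had log2 fold changes of -1.98 and -1.60 at day 1 and -2.30 and -1.57 at day 7. Xpo1, the main nuclear export receptor, was at 318 ± 41 CPM at day 0, 196 ± 13 at day 1 and 135 ± 42 at day 7 (SD, n = 3 each), with a log2 fold change of -0.70 at day 1 (standard error 0.24, adjusted p = 0.062 from edgeR) and -1.24 at day 7 (standard error 0.24, adjusted p = 0.0036 from edgeR). Of 40 mRNA export genes, 24 were lower at day 1 and 23 at day 7, and 0 were higher (27 and 25 lower over the list alone; medians -0.76 and -0.74; adjusted p = 3.8e-08 and 1.7e-05, and adjusted p = 0.0223 and 0.0547 with an estimated correlation), and 15 were lower at each day without day 0 replicate 1, and 14, 14 and 13 at day 1 without day 1 replicate 1, 2 and 3. The export factor gene Nxf1 had log2 fold changes of 0.00 and 0.55 and passed in neither comparison (adjusted p = 0.994 and 0.178 from edgeR), and Thoc3 fell by 1.15 and 1.05. The paper names Nxf1 with the RNA transport genes that MYC upregulated in primary tumors, and no fall of Nxf1 was seen in EC4 cells. Of the 42 tested genes named in the paper, which were not chosen independently of related data, 16 were lower and 0 higher at day 1, and 20 were lower and 2 higher at day 7 (18 lower at day 1 and 20 lower and 3 higher at day 7 over the list alone; medians -0.44 and -0.67; adjusted p = 2.8e-06 and 5.0e-06, and adjusted p = 0.0593 and 0.0622 with an estimated correlation). The list holds the human MYC transgene, which doxycycline represses by design; without it 15 were lower at day 1 and 19 at day 7. Of the listed genes, Prmt5 fell by 1.56 and 1.17 and Wdr5 by 1.44 and 1.62 on the log2 scale.

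At day 1 the hepatocyte genes were already higher, in cells that the paper's statement on a week of low MYC does not cover. Of 200 tested genes, 65 were higher and 12 lower than at day 0 (76 and 14 over the list alone), with a median log2 fold change of 0.85 (adjusted p = 3.4e-06, and adjusted p = 0.0115 with an estimated correlation; adjusted p = 0.116 when day 7 replicate 3 was left out as well, as it was for P450 genes, and 0.134 for plasma proteins). Of these genes, 96 were higher and 22 lower without day 7 replicate 3, with a median of 0.94. As given above, 3 of 10 splits of the day 1 and day 0 libraries had a list p as small as the real split, itself included. The list p alone therefore does not single out the real grouping at day 1. Hnf4a, a transcription factor of hepatocytes, went from 0.632 ± 0.13 CPM at day 0 to 6.67 ± 0.82 at day 1 (SD, n = 3 each), Foxa2 rose by 2.99, the complement gene C3 by 3.98 and Abcc3 by 2.86 on the log2 scale, while Cth, of cysteine synthesis, fell by 4.56 and Prodh, of proline breakdown, by 2.18. Plasma proteins (18 of 49 higher and 1 lower; 23 and 1 over the list alone; median 1.19, adjusted p = 2.6e-05, and adjusted p = 0.0275 with an estimated correlation) and P450 and xenobiotic enzymes (16 of 35 higher and 0 lower; 17 and 1 over the list alone; median 1.12, adjusted p = 3.4e-05, and adjusted p = 0.0137 with an estimated correlation) were higher. Glucose and lipid metabolism (10 of 41 higher and 4 lower; 13 and 5 over the list alone; median 0.38, adjusted p = 0.0497, and adjusted p = 0.135 with an estimated correlation), bile acid synthesis and transporters (3 of 15 higher and 1 lower; 4 and 1 over the list alone; median 1.35, adjusted p = 0.00997, and adjusted p = 0.0593 with an estimated correlation) and transcription factors (10 of 32 higher and 2 lower; median 0.45, adjusted p = 0.0044, and adjusted p = 0.135 with an estimated correlation) passed with the preset correlation and not with the estimated one. Of the plasma proteins, 7 were higher without day 0 replicate 3 and 9, 10 and 9 without day 1 replicate 1, 2 and 3. Leaving out day 7 replicate 3, 13 transcription factor genes were higher and 5 lower, and 18 genes of glucose and lipid metabolism were higher and 9 lower. Of bile acid synthesis and transporters, 10 were higher without day 7 replicate 3 and 5 without day 0 replicate 1. The list of glucose and lipid metabolism lost its call without day 0 replicate 2 (adjusted p = 0.0765) or 3 (0.0736), day 1 replicate 1 (0.0515), or day 7 replicate 1 (0.0523) or 2 (0.0535). Amino acid and urea metabolism did not pass (8 of 29 higher and 5 lower; 9 and 6 over the list alone; median 0.37, adjusted p = 0.771), nor did the 16 tested genes reported whatever their value (5 higher and 1 lower; median 0.65, adjusted p = 0.066, and adjusted p = 0.0477 without day 1 replicate 2) or the fetal liver and hepatoblast genes (6 of 22 higher and 4 lower; 6 and 5 over the list alone; median -0.04, mean 0.52, adjusted p = 0.438).

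Among other cell types at day 1, 17 of 37 cholangiocyte and progenitor genes were higher and 0 lower (median 0.63, adjusted p = 3.3e-07, and adjusted p = 0.0345 with an estimated correlation, or 0.116 without day 7 replicate 3 as well), and 26 were higher without day 7 replicate 3. Of 36 epithelial junction and keratin genes, 20 were higher and 2 lower at day 1 (20 and 3 over the list alone; median 1.01, adjusted p = 3.4e-05, and adjusted p = 0.111 with an estimated correlation), and 15 were higher and 8 lower at day 7 (16 and 9 over the list alone; median 0.55, adjusted p = 0.181); at day 1, 11 were higher without day 0 replicate 2, 13 without day 0 replicate 3 and 13 without day 1 replicate 3. The tight junction gene Cldn2 rose by 3.79 at day 1 and 5.25 at day 7, to 71.8 ± 3.6 and 197 ± 67 CPM (SD, n = 3 each). Of 32 mesenchymal and stellate cell genes, 10 were higher and 1 lower at day 1 (median 0.52, adjusted p = 0.0081, and adjusted p = 0.0633 with an estimated correlation); Snai2, of epithelial-mesenchymal transition, fell by 3.27 at day 1 and 3.30 at day 7, while the fibronectin gene Fn1 rose by 1.64 and 3.57 on the log2 scale. Of 11 immune cell genes, 5 were higher and 0 lower at day 1 (median 1.43, adjusted p = 4.1e-04, and adjusted p = 0.0638 with an estimated correlation), with 3 higher without day 1 replicate 1 or 3, and Csf1r rose by 2.97. Of 12 endothelial genes, 4 were higher at day 1 (median 1.25, adjusted p = 0.0792) and 1 at day 7 (0 over the list alone; median 0.52, adjusted p = 0.676), and 0 were lower.

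Interferon and lysosome genes were higher at day 1. Without day 7 replicate 3 and with an estimated correlation, interferon and antigen presentation genes passed at day 1 (adjusted p = 0.0353), while lysosome and autophagy genes (0.155), integrated stress response genes (0.0787) and, at day 7, acute phase genes (0.124) did not. Of 38 interferon and antigen presentation genes, 18 were higher and 0 lower (median 1.42, adjusted p = 5.0e-08, and adjusted p = 0.0115 with an estimated correlation), and the antiviral gene Mx1 rose by 4.21 at day 1 and 3.29 at day 7 on the log2 scale. Of 53 lysosome and autophagy genes, 23 were higher and 1 lower (24 and 2 over the list alone; median 0.58, adjusted p = 1.5e-06, and adjusted p = 0.0177 with an estimated correlation), and 15 were higher without day 0 replicate 3 or day 1 replicate 2 and 39 without day 7 replicate 3. Psap, the precursor of the saposins, rose by 2.39 at day 1 and 2.84 at day 7, and the acid lipase gene Lipa by 1.86 and 2.54. Of 25 acute phase genes, 8 were higher and 2 lower at day 1 (10 and 2 over the list alone; median 1.14 with a gene at 0 at its bound, adjusted p = 0.0103, and adjusted p = 0.0593 with an estimated correlation), and 13 were higher and 3 lower at day 7 (14 and 3 over the list alone; median 1.17, adjusted p = 0.0022, and adjusted p = 0.0455 with an estimated correlation); at day 1, 4 were higher without day 1 replicate 2 or 3 and 14 without day 7 replicate 3. The lipopolysaccharide-binding protein gene Lbp rose by 3.13 and 6.26 and the ceruloplasmin gene Cp by 3.18 and 4.74. Integrated stress response genes were lower at day 1 (30 of 38 lower and 0 higher; 30 and 1 over the list alone; median -1.36, adjusted p = 8.0e-20, and adjusted p = 0.0115 with an estimated correlation), and Trib3, a target of ATF4, fell by 2.79 at day 1 and 3.44 at day 7. Gdf15, of the same list, rose by 1.11 at day 7 on the log2 scale (adjusted p = 0.0138 from edgeR, and adjusted p = 0.0531 in a fit of the 2 groups alone). Glycolysis genes did not pass at day 1 (6 of 26 higher and 1 lower; median 0.37, adjusted p = 0.0715, and adjusted p = 0.0033 without day 0 replicate 1) and at day 7 had 12 lower and 5 higher (14 and 7 over the list alone; median -0.81, adjusted p = 0.0195, and adjusted p = 0.485 with an estimated correlation), with Pgk1 and Pfkp, both of glycolysis, having log2 fold changes of -1.96 and -2.06; the list lost its day 7 call without day 0 replicate 1 (adjusted p = 0.197), day 7 replicate 1 (0.0524) or day 7 replicate 2 (0.0625). At day 1, 12 glycolysis genes were higher and 3 lower without day 7 replicate 3 (median 0.44, adjusted p = 0.189). Cholesterol synthesis genes were higher at day 1 (13 of 26 higher and 0 lower; 13 and 1 over the list alone; median 0.68, adjusted p = 3.0e-05, and adjusted p = 0.122 with an estimated correlation) and did not pass at day 7 (6 higher and 5 lower; 7 and 5 over the list alone; median 0.15, adjusted p = 0.772). At day 7, 11 of them were higher and 7 lower without day 7 replicate 3 (median 0.32, adjusted p = 0.615). YAP target genes passed at neither day (3 of 20 higher and 3 lower at day 1, median 0.14, adjusted p = 0.691; 5 higher and 4 lower at day 7, median 0.27, adjusted p = 0.758), nor did the 12 MYC network genes (3 higher and 3 lower at each day; 4 and 4 at day 1 and 3 and 4 at day 7 over the list alone; median 0.14 and mean -0.15 at day 1, adjusted p = 0.691; median -0.34 at day 7, adjusted p = 0.770). With day 7 replicate 3 left out, 10 YAP target genes were higher and 5 lower at day 1, and 11 were higher and 5 lower at day 7. The YAP list still did not pass (adjusted p = 0.481 and 0.240 from camera).

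Outside the lists, the genes with the largest rise at day 1, by the rule for named genes, included the chemokine gene Ppbp (log2 fold change 5.59), Tmeff2 (4.98) and the kinesin gene Kif12 (4.90), and those with the largest fall after MYC were Bcat1 (-5.56), of branched-chain amino acid breakdown, and Soat2 (-5.35), of cholesterol esterification. At day 7 Rd3 (10.52), Ptgds (9.43) and the diamine oxidase gene Aoc1 (9.25) rose most by the same rule, and Tnfaip6 (-8.08) and Soat2 (-6.62) fell most after MYC. Areg, which encodes the growth factor amphiregulin, went from 335 ± 78 CPM at day 0 to 35.9 ± 1.3 at day 1 and 12.8 ± 6.0 at day 7 (SD, n = 3 each).

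Between day 7 and day 1, 711 genes were higher and 625 lower at an adjusted p under 0.05 from edgeR. Without day 7 replicate 3 there were 2028 higher and 1922 lower, and without day 0 replicate 2 there were 465 and 414. Leaving out day 1 replicate 1 gave 174 higher and 220 lower, day 1 replicate 2 gave 181 and 205, and day 1 replicate 3 gave 181 and 204. Without day 7 replicate 1, 454 were higher, and without day 7 replicate 2, 371 were lower.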
